# Modeling uniquely human gene regulatory function via targeted humanization of the mouse genome

**DOI:** 10.1038/s41467-021-27899-w

**Published:** 2022-01-13

**Authors:** Emily V. Dutrow, Deena Emera, Kristina Yim, Severin Uebbing, Acadia A. Kocher, Martina Krenzer, Timothy Nottoli, Daniel B. Burkhardt, Smita Krishnaswamy, Angeliki Louvi, James P. Noonan

**Keywords:** Evolutionary genetics, Evolutionary biology, RNA sequencing, Gene regulation

## Abstract

The evolution of uniquely human traits likely entailed changes in developmental gene regulation. Human Accelerated Regions (HARs), which include transcriptional enhancers harboring a significant excess of human-specific sequence changes, are leading candidates for driving gene regulatory modifications in human development. However, insight into whether HARs alter the level, distribution, and timing of endogenous gene expression remains limited. We examined the role of the HAR *HACNS1* (HAR2) in human evolution by interrogating its molecular functions in a genetically humanized mouse model. We find that *HACNS1* maintains its human-specific enhancer activity in the mouse embryo and modifies expression of *Gbx2*, which encodes a transcription factor, during limb development. Using single-cell RNA-sequencing, we demonstrate that *Gbx2* is upregulated in the limb chondrogenic mesenchyme of *HACNS1* homozygous embryos, supporting that *HACNS1* alters gene expression in cell types involved in skeletal patterning. Our findings illustrate that humanized mouse models provide mechanistic insight into how HARs modified gene expression in human evolution.

## Abstract (web summary)

Human Accelerated Regions (HARs) are prime candidates for driving the evolution of uniquely human traits. Using humanized mice, the authors show how one HAR alters gene expression during embryonic development, yielding insight into HAR function.

## Introduction

The evolution of uniquely human physical traits required human-specific genetic changes that altered development^1,2^. Discovering the locations of these changes in the genome and determining their biological impact is a major challenge. However, over the last decade comparative studies have begun to reveal potential genetic drivers underlying novel human biological features. These efforts have identified a prominent class of elements in the genome that are highly conserved across many species but show a significant excess of human-specific sequence changes^3–7^. These elements, collectively named Human Accelerated Regions (HARs), are prime candidates to encode novel human molecular functions. Many HARs act as transcriptional enhancers during embryonic development, particularly in structures showing human-specific morphological changes such as the brain and limb^7–13^. HARs have also been shown to exhibit human-specific changes in enhancer activity^7,9,10,14–19^. These findings suggest a critical contribution for HARs in human evolution and support the long-standing hypothesis that changes in developmental gene regulatory programs contribute to evolutionary innovation^20,21^.

Despite these advances, the role of HARs in altering regulatory function in vivo remains poorly understood. Here we employed a knock-in approach in mouse to characterize the effects of the HAR *HACNS1* on gene expression and regulation compared to its chimpanzee ortholog during embryonic development (Fig. 1A). A similar approach has been used to model the transcriptional and developmental effects of changes in enhancer activity in other mammalian lineages, notably bats^22^. We chose to model *HACNS1* (also known as HAR2 and 2xHAR.3), as it exhibits the strongest acceleration signature of any noncoding HAR yet identified (Fig. 1B). *HACNS1* was also the first HAR demonstrated to exhibit a human-specific gain in enhancer activity during development. In a mouse transgenic enhancer assay, *HACNS1* was shown to drive increased expression of a *LacZ* reporter gene in the embryonic mouse limb compared to its chimpanzee and rhesus macaque orthologs^10^. Furthermore, *HACNS1* exhibits increased levels of histone H3K27 acetylation (H3K27ac), which is correlated with enhancer activity, in human versus rhesus macaque and mouse embryonic limb^11^. Together, these findings suggest that *HACNS1* may have contributed to changes in limb development during human evolution.

**Fig. 1:**
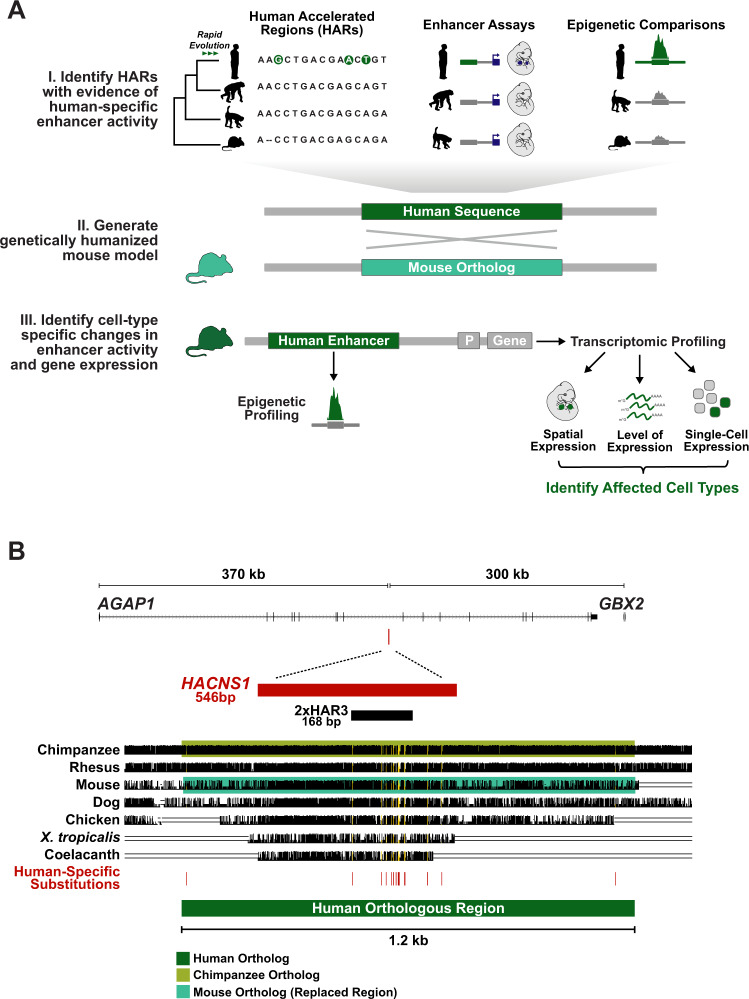
Generating a knock-in mouse model for the Human Accelerated Region *HACNS1*. **A** Schematic illustrating the generalized workflow we developed to characterize the gene regulatory functions of HARs with prior evidence of human-specific enhancer activity, which we applied to *HACNS1* in this study. **B** The location of *HACNS1* in the human genome (GRCh37/hg19) relative to the nearby genes *AGAP1* and *GBX2*. Below, alignment of the human sequence used to generate the *HACNS1* knock-in mouse with orthologous sequences from other vertebrate genomes, obtained from the UCSC hg19 100-way Multiz alignment (see Supplementary Data 1 for coordinates). The chimpanzee orthologous sequence used to generate the chimpanzee control line is highlighted in olive, and the mouse sequence replaced in each line is highlighted in teal. The location of each human-specific substitution is indicated by a red line, and the corresponding positions in the alignment are highlighted in yellow. The locations of *HACNS1* and 2xHAR3 are shown above the alignment^3,6^.

To compare the functions of *HACNS1* and its chimpanzee and mouse orthologs in the same developmental system, we used homologous recombination to replace the endogenous mouse sequence with the human or chimpanzee counterpart. We found that *HACNS1* maintains its human-specific enhancer activity in the mouse embryo and alters the expression of the nearby transcription factor encoding gene *Gbx2* in limb chondrocytes, a cell type required for skeletal morphogenesis. Our findings support that HARs can direct changes in endogenous gene expression during development and illustrate the power of genetically humanized mouse models to provide insight into regulatory pathways and developmental mechanisms modified in human evolution.

## Results

### Generating a *HACNS1* knock-in mouse model

We designed a targeting construct for homologous recombination including a 1.2 kb human sequence encompassing *HACNS1* that was previously shown to encode human-specific enhancer activity in transgenic mouse embryos^10^. We replaced the orthologous mouse locus using homology-directed repair in C57BL6/J-*A*^*w−J*^/J (B6 agouti) embryonic stem (ES) cells (Fig. 1B, Supplementary Figs. 1A, B, Supplementary Data 1; Methods). To provide a control that would enable us to distinguish bona fide human-specific functions of *HACNS1* from possible primate-rodent differences, we also generated a mouse model for the orthologous chimpanzee sequence using the same approach (Supplementary Figs. 1A–C). The 1.2 kb chimpanzee sequence shows no evidence of evolutionary acceleration and includes 22 single nucleotide differences relative to the human sequence^3^; 15 of these are human-specific based on comparisons to other primate genomes (Methods, Supplementary Data 2). Previous studies indicate that multiple human-specific substitutions contribute to the gain of function in *HACNS1*^10^. Twelve of the 15 substitutions introduce one or more predicted transcription factor binding sites to the human sequence (Supplementary Data 2, Supplementary Fig. 1A). An extensive comparison of sequence conservation and divergence among the human, chimpanzee, and mouse sequences is provided in the Supplementary Note (Supplementary Materials).

In order to verify the integrity of the edited loci, we sequenced a 40 kb region encompassing the human or chimpanzee sequence replacement, the homology arms used for targeting, and flanking genomic regions in mice homozygous for either *HACNS1* or the chimpanzee ortholog (Supplementary Fig. 1C; Methods). We found no evidence of aberrant editing, sequence rearrangements, or other off-target mutations at either edited locus. We also verified that each homozygous line carried two copies of the human or chimpanzee sequence using quantitative real-time PCR (RT-qPCR) (Supplementary Fig. 1D; associated Source Data).

### *HACNS1* maintains its human-specific enhancer activity in the mouse embryo

We used chromatin immunoprecipitation (ChIP) to determine if *HACNS1* exhibits epigenetic signatures of increased enhancer activity in mice. We first performed epigenetic profiling in the developing mouse limb bud based on prior evidence that *HACNS1* drives increased reporter gene activity in transgenic enhancer assays and exhibits increased H3K27ac marking in the human embryonic limb^10,11^. 

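Chromatin was taken from pools of E11.5 limb buds or pharyngeal arches, with 3 embryos in each pool. For each mark and tissue there were 2 pools from HACNS1 homozygous embryos, 2 from embryos homozygous for the chimpanzee ortholog, and 2 from wild type embryos of each line's own litters. The edit replaced 1160 bp of mouse sequence on chromosome 1 (mm9, 91610327 to 91611486) with 1241 bp of human or 1240 bp of chimpanzee sequence. The replaced interval lies in intron 9 of both annotated transcripts of Agap1, which encodes an ArfGAP protein and spans 91351381 to 91791857. Its first 30 bases are TATATAATAGTTTCTCTGCTAGTGCACCCT and its last 30 are CACAGTGATTTGACATTTCTACCACATCTT. Gbx2, a homeobox transcription factor gene on the minus strand from 91824537 to 91829865, has its transcription start 218379 bp away. The promoter of Gbx2 was taken as 91826451 to 91828163, an interval that the noncoding gene D130058E05Rik overlaps. The authors aligned the reads with Bowtie2 2.2.8 to mm9, or to mm9 carrying the edited sequence, and called peaks in each library against its own input with HOMER 4.9.1. For every peak the caller gives tags per 10M tags of the library, where a tag is an aligned read, the fold over input and a p. The 4 pools of a mark, tissue and line are named below as replicates 1 and 2 of each genotype. Libraries of H3K27ac held 40897859 to 57834558 tags in limb bud and 37374070 to 56905389.5 in pharyngeal arch. A library without a called peak at a site has no value there. The caller's tag threshold was 4.84 to 5.38 tags per 10M, though called peaks held as few as 3.8, and a peak also had to pass 4-fold over input, so an uncalled site can hold more tags than that threshold. Peaks of the 4 libraries of a comparison were merged into regions, and the regions with a peak in all 4 were tested. The test was limma with a trend on log2 tags per 10M, scaled by TMM with 0.5 added, and p values were adjusted over all regions by the Benjamini-Hochberg method. The same regions were tested with edgeR and DESeq2 on tag counts recovered from the library totals. Where a library had no peak at the edited locus, a second fit set it at that threshold, named the caller's minimum. This second fit was added after the data were examined, and its differences are too large where the uncalled signal lies above that minimum. Pools of whole tissue and 2 replicates per group limit the precision of each value.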

We profiled both H3K27ac and H3K4 dimethylation (H3K4me2), which is also associated with enhancer activity, in embryonic day (E) 11.5 limb buds from embryos homozygous for *HACNS1*, embryos homozygous for the chimpanzee ortholog, and wild type embryos. We found a strong signature of H3K27ac marking at *HACNS1* in the limb buds of *HACNS1* homozygous embryos (Fig. 2, Supplementary Fig. 2). 

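In HACNS1 homozygous limb buds an H3K27ac peak, a mark of active enhancers and promoters, lay over the humanized sequence in both replicates. The peaks held 28.7 and 91.9 tags per 10M, at 4.72-fold and 5.19-fold over input. They covered 1035 bp and 2672 bp, the second reaching past both ends of the inserted sequence. By tags they stood at percentiles 55.6 and 76.5 of the 48441 and 47213 peaks of their libraries, so neither was among the strongest peaks of the limb bud. Wild type limb buds of the same litters had no called peak at the mouse sequence in either replicate.

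**Figure D1:**
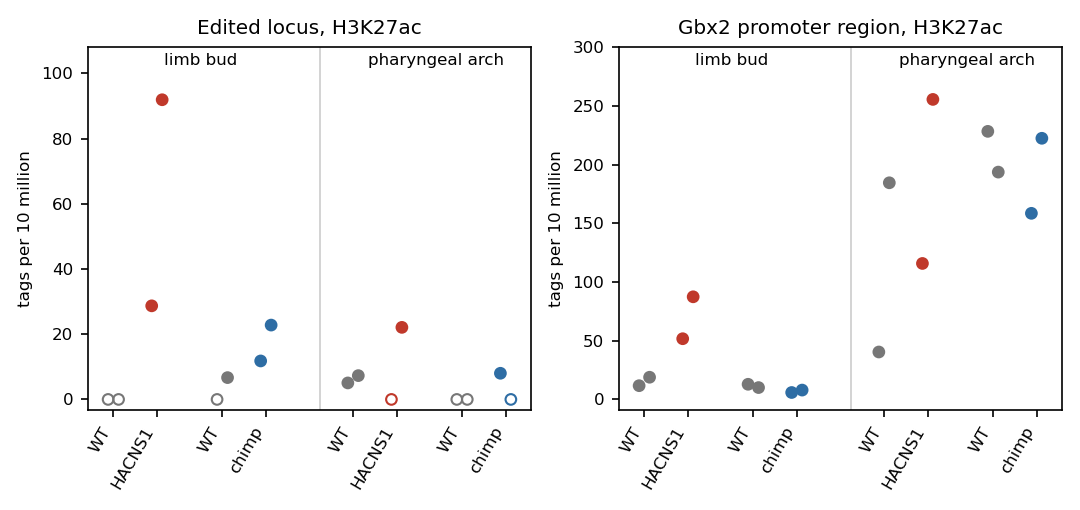
H3K27ac at the edited locus (left) and over the Gbx2 promoter region (right), in tags per 10M. Each point is 1 pool of the named genotype, with its litter mates of the wild type (WT) beside it, filled where the library has a called peak and open, at 0, where it has none. In limb bud, both HACNS1 homozygous pools lie above every called wild type pool at each site.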

The chimpanzee and mouse sequences both showed significant but weaker H3K27ac enrichment relative to the human sequence, supporting the conclusion that *HACNS1* maintains its human-specific enhancer activity in the mouse genomic and developmental context.

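At the chimpanzee sequence, limb bud H3K27ac peaks held 11.8 and 22.8 tags per 10M, at 4.84-fold and 4.39-fold over input. The mouse sequence carried 1 called peak among the 4 wild type limb bud pools, of 6.69 tags per 10M and 4.26-fold over input, in replicate 2 of the chimpanzee line litters. The weaker HACNS1 pool therefore held more tags than the stronger chimpanzee pool. Over all 8 pools, with uncalled pools at the caller's minimum, the gain over wild type at the human sequence exceeded that at the chimpanzee sequence by a log2 value of 1.53 (standard error 1.25 from limma). This difference between the lines was thus smaller than the error between pools allows to be called. From the stronger mark on the human sequence, the paper concludes that HACNS1 keeps its human-specific activity among mouse factors and in the mouse genome.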

**Fig. 2:**
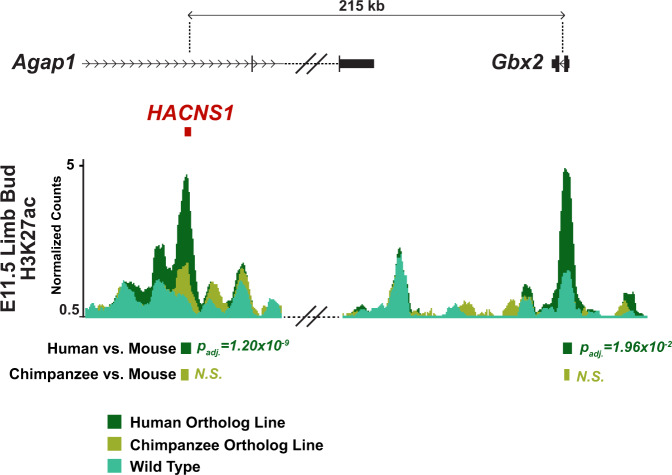
Epigenetic signatures of increased activity at *HACNS1* and the *Gbx2* promoter in the *HACNS1* homozygous mouse limb bud. Epigenetic profiling in the *HACNS1* homozygous E11.5 limb bud compared to the chimpanzee ortholog line and wild type. The normalized H3K27ac signals are shown for the *HACNS1* line (in dark green), the chimpanzee ortholog line (in olive), and wild type (in teal) (see “Methods”). The location of the edited *HACNS1* locus in the human ortholog line relative to nearby genes is shown above the track. The double slanted lines indicate intervening H3K27ac signal data between the edited and wild type loci and *Gbx2* that were removed for clarity; see Supplementary Fig. 2 for complete views for each line as well as input signals. H3K27ac peak calls showing significant increases in signal between *HACNS1* homozygous and wild type, and the corresponding peak regions compared between the chimpanzee control line and wild type, are shown below the signal track. Litter-matched embryos were used for each comparison (see “Methods”). N.S. not significant. All peak calls for each line are shown in Supplementary Fig. 2. Adjusted *P* values were obtained using DESeq2 (implemented in HOMER) with a Wald test followed by Benjamini-Hochberg correction^23,24^.

We used DESeq2 implemented in HOMER (Methods) to identify genome-wide significant differences in H3K27ac and H3K4me2 levels in E11.5 limb buds from mice homozygous for *HACNS1* or the chimpanzee ortholog versus wild type^23,24^. We found that H3K27ac and H3K4me2 levels were significantly increased at the edited *HACNS1* locus compared to the endogenous mouse locus (Fig. 2, Supplementary Fig. 2A, B, Supplementary Data 3). In contrast, the level of H3K27ac at the edited chimpanzee locus was not significantly different than that at the endogenous locus (Fig. 2, Supplementary Fig. 2A, Supplementary Data 3). 

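H3K4me2, a mark of both poised and active enhancers, was present on the mouse sequence of every wild type limb bud pool and was higher on the humanized sequence. In wild type limb buds of the HACNS1 litters it stood at 37.3 and 33.8 tags per 10M, and in HACNS1 homozygous limb buds at 165.4 and 145.6. The log2 fold change was 2.16 (standard error 0.16, adjusted p = 0.0763 from limma), the smallest p of 34656 regions. The adjusted p was 0.0524 from edgeR and 1.5e-32 from DESeq2. Adjusted over the 42 regions of the interval around HACNS1 and Gbx2 alone, it was 9.2e-05 from limma. For H3K27ac, where neither wild type pool had a peak, the HACNS1 limb bud stood higher by a log2 value of 3.07 (standard error 0.77, adjusted p = 0.594 from limma) with wild type at the caller's minimum. The H3K4me2 peak was also wider, at 2252 and 2870 bp against 1477 and 1193 bp in wild type. Per kb of peak the log2 fold change was 1.22 (adjusted p = 0.0473 from limma).

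**Figure D2:**
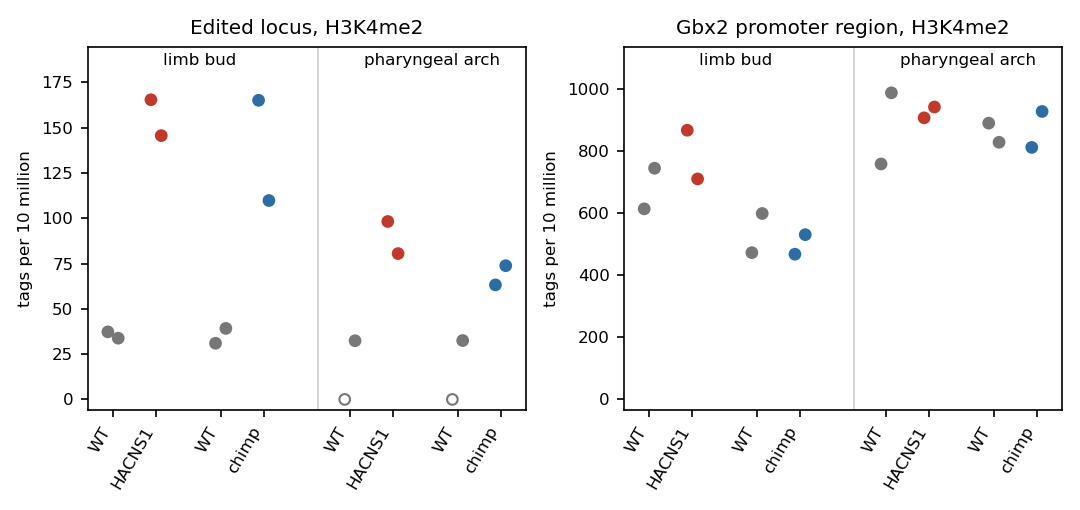
H3K4me2 at the edited locus (left) and over the Gbx2 promoter region (right), in tags per 10M. Each point is 1 pool, filled where the library has a called peak and open, at 0, where it has none. At the edited locus in limb bud, all 4 edited pools lie above all 4 wild type pools.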

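In limb buds carrying the chimpanzee sequence, H3K27ac at the edited locus exceeded wild type by a log2 value of 1.40 (standard error 0.52, adjusted p = 0.535 from limma), with the uncalled wild type pool at the caller's minimum. Both chimpanzee pools held more tags than the called wild type pool. The edgeR estimate was 1.56 (adjusted p = 0.486). The peaks were short, at 630 bp in replicate 1 and 1367 bp in replicate 2, and the wild type peak covered 500 bp.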

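H3K4me2 on the chimpanzee sequence stood at 165.1 and 109.78 tags per 10M in limb bud, against 31.0 and 39.2 on the mouse sequence of wild type litter mates. Its log2 fold change was 1.99 (standard error 0.20, adjusted p = 0.128 from limma), the smallest p of 36985 regions. The adjusted p was 0.132 from edgeR and 4.1e-18 from DESeq2, and 1.6e-04 from limma when adjusted over the 46 regions of the interval around HACNS1 and Gbx2. Between the lines, the H3K4me2 gain differed by a log2 value of 0.31 (standard error 0.38, adjusted p = 0.586 from limma over the 9 tests of such differences at the edited locus and the promoter), less than the error. The peak in chimpanzee replicate 1 spanned 5319 bp and that in replicate 2 spanned 2594 bp, against 1128 and 1536 bp in wild type. Per kb of peak the chimpanzee pools held 31.0 and 39.3 tags, against 27.5 and 25.5 in wild type and 73.4 and 50.7 on the human sequence. On this measure the log2 fold change was 0.38, and the difference between the lines 0.58 (standard error 0.27), neither of which passed over all regions. Where a peak is wider, tags summed over it can overstate a gain, and tags per kb can understate it.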

The levels of H3K4me2 were significantly increased at both the humanized and orthologous chimpanzee loci in each respective line compared to mouse (Fig. 2, Supplementary Fig. 2, Supplementary Data 3). As high levels of H3K4me2 coupled with low levels of H3K27ac are associated with weak enhancer activity^25^, it is likely that the chimpanzee sequence is not acting as a strong enhancer in the limb bud overall, a finding further supported by the gene expression analyses described in Fig. 3.

**Fig. 3:**
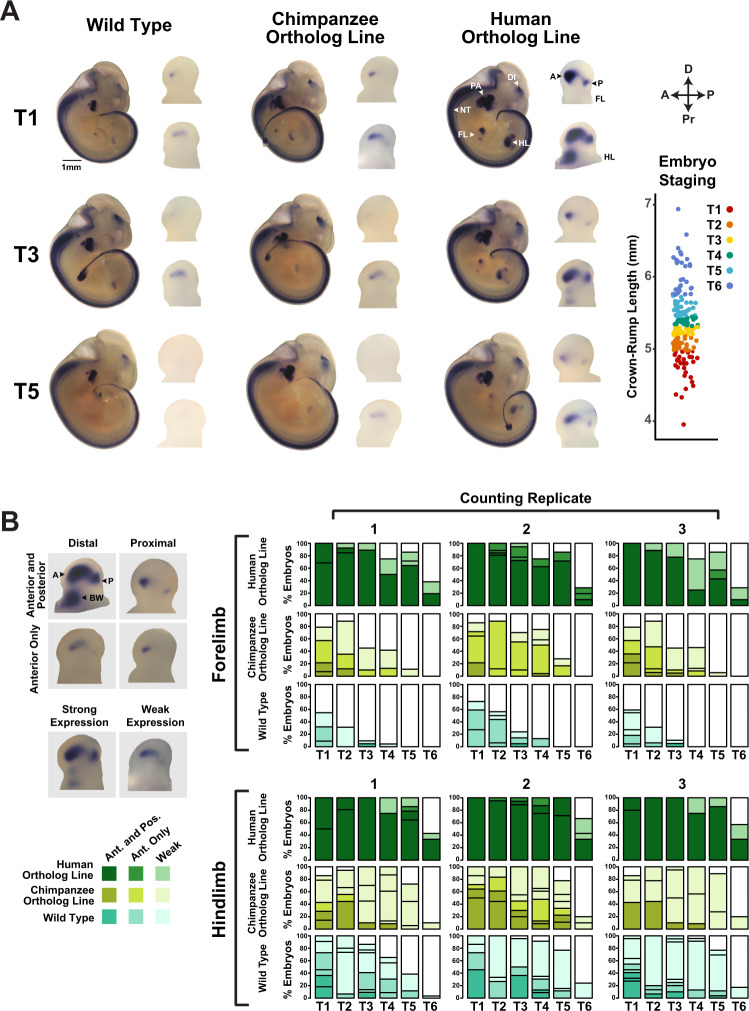
Spatial and temporal changes in *Gbx2* expression driven by *HACNS1* in *HACNS1* knock-in mouse embryos. **A** Spatial and temporal expression of *Gbx2* in *HACNS1* homozygous, chimpanzee ortholog line, and wild type E11-E12 embryos visualized by whole-mount in situ hybridization (ISH). Representative images are shown for each genotype at three fine-scale time points; see text and associated Source Data for details on staging. Magnified views of *Gbx2* expression in limb buds are shown to the right of each embryo. Annotations of anatomical structures and developmental axes are indicated at the top right: FL forelimb, HL hindlimb, DI diencephalon, NT neural tube, PA pharyngeal arch, A anterior, P posterior. The arrows at the top far right indicate the anterior-posterior (A-P) and proximal-distal (Pr-D) axes for the magnified limb buds. Bottom right: Crown-rump lengths for all embryos assayed for *Gbx2* mRNA expression by ISH. Each point indicates a single embryo. Colors denote each fine-scale time point (T1-T6). **B** *Left:* representative images of anterior, posterior, proximal, distal (top), and strong versus weak *Gbx2* staining patterns (bottom). Anterior (A), posterior (P), and body wall (BW) domains are denoted on top left limb bud. *Right: Gbx2* ISH staining pattern data across 6 developmental timepoints from each of three independent, blinded scorers (marked at top as counting replicates 1–3; see text and Fig. 3A for timepoint scheme and associated Source Data for annotations). The darkest shade for *HACNS1* homozygous (dark green), chimpanzee ortholog line (olive), and wild type (teal) represents percentage of forelimbs or hindlimbs showing strong anterior and posterior limb bud staining. Medium-dark shade, as shown in the legend on the left, denotes strong anterior staining only, while the lightest shade denotes weak staining in any domain. Independent biological specimens were analyzed for *n* = 139 (wild type), *n* = 103 (chimpanzee ortholog line), and *n* = 106 (human ortholog line) forelimbs and *n* = 137 (wild type), *n* = 103 (chimpanzee ortholog line), and *n* = 102 (human ortholog line) hindlimbs. For body wall and pharyngeal arch scoring data see Supplementary Fig. 3A, B and associated Source Data.

Previous transgenic mouse enhancer assays indicated that *HACNS1* drives increased reporter gene activity in the pharyngeal arch compared to the chimpanzee ortholog^10^. We therefore profiled H3K27ac and H3K4me2 in pharyngeal arch tissue from E11.5 embryos homozygous for either *HACNS1* or the chimpanzee ortholog. 

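In the pharyngeal arch, H3K27ac over the edited locus was low in every genotype and irregular between pools. With the human sequence, 1 of 2 pools had a peak, of 22.1 tags per 10M and 4.3-fold over input. With the chimpanzee sequence, 1 of 2 pools had a peak, of 8.02 tags per 10M and 4.28-fold over input. Both wild type pools of the HACNS1 litters had short peaks of 5.06 and 7.3 tags, and neither wild type pool of the chimpanzee litters had one. The 2 peaks of the wild type pools overlapped the start of the locus, and the peak on the human sequence, from 91610939 to 91611900, its end. The limb bud gain of HACNS1 exceeded the arch gain by a log2 value of 2.07 (standard error 1.19 from limma) at the caller's minimum, so a difference between the tissues was not detectable with these pools.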

We detected reproducible, significant enrichment of H3K27ac in the pharyngeal arch at the humanized and orthologous chimpanzee loci compared to input controls, but the H3K27ac signal at neither the human nor the chimpanzee ortholog locus was significantly different compared to the mouse endogenous locus (Supplementary Fig. 2). We did, however, identify a significant gain of H3K4me2 signal in the pharyngeal arch at the humanized and orthologous chimpanzee loci compared to the mouse locus (Supplementary Fig. 2, Supplementary Data 3).

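H3K4me2 in the pharyngeal arch covered the human sequence with 98.2 and 80.5 tags per 10M and the chimpanzee sequence with 63.2 and 73.8. On the mouse sequence, replicate 1 of either litter set had no called peak, and replicate 2 held 32.4 tags in the HACNS1 litters and 32.5 in the chimpanzee litters. All 4 edited pools thus exceeded both called wild type pools. With the uncalled pools at the caller's minimum, the log2 fold change was 2.76 (standard error 0.89, adjusted p = 0.796 from limma) for HACNS1 and 2.38 (standard error 0.84, adjusted p = 0.558) for the chimpanzee ortholog. The edgeR estimate was 2.28 for HACNS1. Because a wild type pool is uncalled in each set, the locus was outside the regions tested in all 4 pools, and these folds rest on the value given to the pool without a peak, whose litter mate lay far above the minimum.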

In order to identify downstream epigenetic changes resulting from *HACNS1* activation in the limb bud, we searched for other genome-wide gains of H3K27ac and H3K4me2 at enhancers and promoters. 

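The Gbx2 promoter carried more H3K27ac in HACNS1 homozygous limb buds than in wild type limb buds. Wild type pools held 11.7 and 18.9 tags per 10M in its peak, and HACNS1 pools held 51.7 and 87.4. The log2 fold change was 1.97 (standard error 0.37, adjusted p = 1.00 from limma), the rank of its p being 8 of 23576 regions. DESeq2 gave 2.04 (adjusted p = 0.0213), at rank 5, and edgeR 2.03 (adjusted p = 1.00). Adjusted over the 20 regions of the interval around HACNS1 and Gbx2 alone, the limma value was 0.0519. The peak widened with its tags, from 500 and 947 bp in wild type to 1473 and 2612 bp, and per kb the log2 fold change was 0.49 (adjusted p = 1.00 from limma).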

We identified a significant gain of H3K27ac in *HACNS1* versus wild type limb buds at the promoter of the nearby gene *Gbx2* (Fig. 2, Supplementary Fig. 2, Supplementary Data 3). 

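With the chimpanzee ortholog, H3K27ac at the Gbx2 promoter was no higher than in wild type litter mates. Chimpanzee line limb buds held 5.9 and 7.96 tags per 10M, at 5.11-fold and 4.21-fold over input, and wild type held 12.9 and 10.1, at 4.29-fold and 4.94-fold. The log2 fold change was -0.73 (standard error 0.50, adjusted p = 1.00 from limma). In the HACNS1 litters the promoter stood at 5.74-fold and 4.35-fold over input in wild type and 5.92-fold and 7.63-fold in HACNS1. The effect of HACNS1 exceeded that of the chimpanzee ortholog by a log2 value of 2.71 (standard error 0.61, adjusted p = 0.0206 from limma over the 9 tests of differences between lines or tissues). Adjusted over all regions it was 1.00. Tags were summed over each pool's own peak, and per kb of peak the difference between the lines was smaller.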

While significant H3K27ac enrichment was found in all three lines at the *Gbx2* promoter compared to input controls, H3K27ac levels were not significantly increased at *Gbx2* in limb buds with the chimpanzee ortholog compared to wild type, indicating the gain of activity is specific to *HACNS1*. 

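H3K4me2 covered the Gbx2 promoter broadly in limb buds of every genotype, with tags that placed it between percentiles 97.0 and 99.0 of all peaks of its libraries. Fold over input was lowest at 15.22 in a chimpanzee line pool and highest at 24.68 in a HACNS1 pool. HACNS1 homozygous limb buds held 868.5 and 711.4 tags per 10M against 614.9 and 745.9 in wild type, a log2 fold change of 0.26 (standard error 0.083, adjusted p = 1.00 from limma). Chimpanzee line limb buds held 468.5 and 531.6 against 473.5 and 599.9, a log2 fold change of -0.04 (standard error 0.081, adjusted p = 1.00 from limma). The promoter was therefore already strongly marked by H3K4me2 in wild type, where its H3K27ac was low.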

H3K4me2 was also enriched at the promoter of *Gbx2* in all three lines compared to input controls (Supplementary Fig. 2B). 

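Outside the interval of HACNS1 and Gbx2, no region of either mark, tissue or line passed an adjusted p of 0.05 from limma or edgeR. The limb bud H3K27ac region that differed most by p in the HACNS1 line lay on chromosome 13 from 56791027 to 56795881, 8490 bp from Smad5, which encodes a transducer of BMP signals. It held 6.53 and 5.28 tags per 10M in wild type and 43.0 and 72.3 in HACNS1, a log2 fold change of 2.98 (standard error 0.43, adjusted p = 1.00). In the arch of the HACNS1 line, a region near Cyp26c1, a retinoic acid hydroxylase gene, had a log2 value of 2.97, and one near Sox10, a neural crest factor gene, 1.24. In limb bud H3K4me2 of that line, a region in Meis1, a proximal limb factor gene, had a log2 value of -2.04. In the limb bud, 355 H3K27ac regions of the HACNS1 line had an unadjusted p under 0.05, as did 606 of 23825 of the chimpanzee line. For H3K4me2 the counts were 808 and 1368. In the arch, H3K27ac counts were 203 of 22328 and 1066 of 25502, and H3K4me2 counts 324 of 28672 and 1574 of 30264. Chance alone would give a share of 0.05, and only the last of these counts lies above it. Counts below it do not show a lack of change. In H3K27ac of the HACNS1 line, deviations of pools with the same replicate number correlated at 0.334 in limb bud and 0.465 in arch. With pools paired by that number, the counts there were 1179 and 1045. That of arch H3K4me2 with the chimpanzee ortholog fell to 1432. Replicate numbers need not pair litters. DESeq2 called 6, 11, 4 and 10 regions for H3K27ac in the order limb HACNS1, limb chimpanzee, arch HACNS1 and arch chimpanzee, and 32, 25, 0 and 43 for H3K4me2. Between the wild type pools of the litter sets, where no edit differs, limma called 12 limb bud H3K4me2 regions and DESeq2 382. Of the 12, 10 lie in 1 span of chromosome 5 where input tags also differed between the lines. They are therefore no measure of false calls. Simulated 2-fold changes among the limb bud H3K27ac regions of the HACNS1 line were recovered for 38.7% of regions by limma and 4-fold changes for 70.1%. Each region was drawn independently, without shifts shared by many regions of a pool, so real power can be lower. The other comparisons were not simulated. Many changes of 2-fold or less, and some of 4-fold, could therefore be missed.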

After multiple testing correction, we did not identify any significant differentially marked regions outside of the *HACNS1-Gbx2* locus between either the *HACNS1* homozygous or the chimpanzee ortholog line compared to wild type for each chromatin mark in either tissue (Supplementary Data 3). Moreover, we did not detect a significant increase in either H3K27ac or H3K4me2 levels at the *Gbx2* promoter in the pharyngeal arch in *HACNS1* homozygous embryos (Supplementary Figs. 2C, D). This may be due to a lack of statistical power to detect small differences in histone modification levels given the number of replicates in the analysis, or our use of whole tissues to map histone modification profiles, which could obscure spatially restricted changes.

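In the pharyngeal arch, peaks over the Gbx2 promoter were wider than in limb bud and held far more H3K27ac tags, in every genotype. Per kb of peak, HACNS1 pools held 44.2 and 35.2 tags in arch against 35.1 and 33.5 in limb bud. Their wild type litter mates held 30.9 and 43.0 against 23.4 and 20.0, and chimpanzee line pools 24.2 and 29.0 against 11.8 and 15.9. Wild type pools of the HACNS1 litters held 40.4 and 184.5 tags per 10M over the promoter region, and HACNS1 homozygous pools 115.8 and 255.5. The log2 fold change was 0.97 (standard error 0.81, adjusted p = 1.00 from limma), and wild type replicate 1 lay far below the other 7 arch pools. In the chimpanzee line it was -0.05 (standard error 0.16), with 228.3 and 193.6 tags in wild type and 158.49 and 222.4 in edited pools. H3K4me2 over the promoter stood at 759.7 and 989.2 in wild type and 908.5 and 943.5 in HACNS1, a log2 fold change of 0.15 (standard error 0.13, adjusted p = 1.00 from limma). The H3K27ac effect of HACNS1 in limb bud exceeded that in arch by a log2 value of 1.00 (standard error 1.02, adjusted p = 0.586 from limma over those 9 tests). With pools paired by replicate number within each tissue, a fit added after the data were examined, the standard error was 0.40 and the difference did not pass over all regions (adjusted p = 0.998 from limma). Replicate numbers need not pair litters, and a weaker arch effect is neither shown nor excluded.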

*Gbx2* encodes a transcription factor with a highly complex expression pattern and multiple functions in the developing embryo. GBX2 has been implicated in midbrain and hindbrain development^26,27^, guidance of thalamocortical projections^28,29^, ear development^30^, and pharyngeal arch patterning^31^. *Gbx2* is expressed in developing mouse limb at E10.5; however, its role in limb development remains undetermined as no limb phenotype has been reported in *Gbx2* knockout mice^27^. *HACNS1* and *GBX2* are located in the same topologically associated domain (TAD), and TADs have been shown to restrict enhancer interactions to genes within their boundaries^32,33^. In E11.5 limbs from *HACNS1* homozygous mice, the only significant increases in H3K27ac we detected in this TAD were at the *HACNS1* knock-in locus and at the endogenous *Gbx2* promoter (Supplementary Data 3). Together, these results suggest that *Gbx2* is a regulatory target of *HACNS1*, evoking the hypothesis that the gain of function in *HACNS1* might alter *Gbx2* expression in the limb.

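Within the interval from 500000 bp before the edited locus to as far beyond the Gbx2 promoter (91110327 to 92328163), 20 H3K27ac regions had a peak in all 4 limb bud pools of the HACNS1 comparison. The interval holds Agap1, Gbx2, D130058E05Rik, the ankyrin repeat gene Asb18, Iqca and the chemokine receptor gene Cxcr7. By limma's p the Gbx2 promoter came first. The next was a region in Agap1 from 91451430 to 91454156, with a log2 fold change of 0.97 (adjusted p = 0.366 over the interval from limma). Another Agap1 region, from 91413711 to 91415365, had a log2 fold change of -0.72. No region other than the promoter approached an adjusted p of 0.05 among these 20, which leave out every region without a peak in all 4 pools, the edited locus among them. The domain is given in human coordinates by the paper, so a fixed mouse interval stands in for it. From the paired gains at the knock-in locus and at Gbx2, the paper proposes that Gbx2 is a regulatory target of HACNS1.

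**Figure D3:**
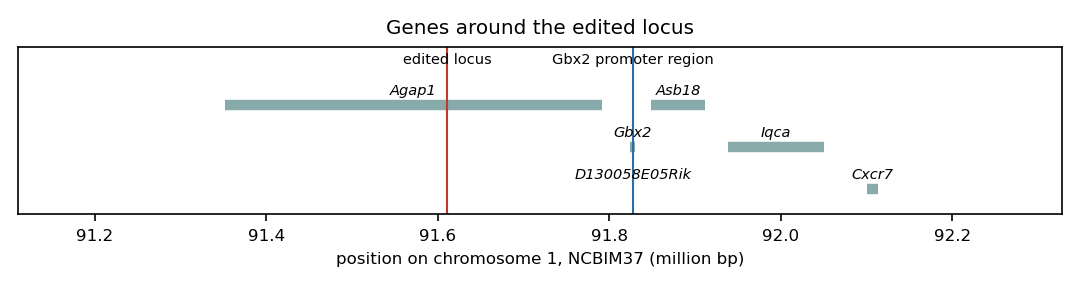
Map of the interval on chromosome 1 (mm9, NCBIM37), with position in Mb on the x axis and genes as bars. The vertical lines mark the edited locus, inside Agap1, and the Gbx2 promoter region.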

### *HACNS1* drives spatial and quantitative changes in *Gbx2* expression in the limb bud

To visualize potential expression changes resulting from *HACNS1*-driven upregulation of the *Gbx2* promoter in *HACNS1* homozygous mouse embryos, we used in situ hybridization (ISH) (Fig. 3). We analyzed *Gbx2* expression in >50 E11.5 embryos per genotype (Fig. 3A, B; Methods and associated Source Data). In wild type embryos, we observed single foci of *Gbx2* expression in forelimb and hindlimb (Fig. 3A, left). In contrast, embryos homozygous for *HACNS1* showed substantially increased *Gbx2* expression in both forelimb and hindlimb (Fig. 3A, right). Embryos homozygous for the chimpanzee ortholog showed a weak increase in *Gbx2* expression compared to wild type (Fig. 3A, B). *Gbx2* expression in *HACNS1* homozygous embryos was increased in two distinct anterior and posterior regions in the forelimb and hindlimb bud, as well as an anterior proximal region in the latter. Overall, *Gbx2* expression in the limb bud was temporally dynamic in embryos of all genotypes. Embryos from the same litter vary in developmental age such that individual embryos collected at E11.5 range from E11 to E12. Therefore, we established a fine staging scheme to characterize changes in *Gbx2* expression within this short developmental interval. We assigned embryos to 6 temporally ordered groups (designated T1-T6, and ranging from ~40 to 48 somites, although we did not use somite counts to stage embryos; see Methods for more details) according to crown-rump length and used a blinded approach to qualitatively assess staining patterns (Fig. 3A, B and associated Source Data)^10,34–36^.

We identified differences in the distribution of *Gbx2* expression in the forelimb and hindlimb buds of *HACNS1* compared to both chimpanzee ortholog and wild type embryos across all 6 developmental time points (Fig. 3B). At the earliest time point (T1), we found that *Gbx2* was strongly expressed in distinct anterior-distal and posterior domains in *HACNS1* forelimb and hindlimb buds (Fig. 3A, B). Robust expression of *Gbx2* in *HACNS1* limb buds persisted through the remaining time points (up to T6), though the size of the anterior and posterior domains decreased over time. Strong expression of *Gbx2 in HACNS1* homozygous embryos persisted for a longer period of time in hindlimb than in forelimb, consistent with the delayed developmental maturation of the former^37^. In addition, *HACNS1* homozygous embryos showed a hindlimb-specific anterior-proximal expression domain adjacent to the body wall across all 6 time points (Fig. 3A, B, Supplementary Fig. 3A).

In contrast to the robust expression observed in limb buds of *HACNS1* homozygous mice, *Gbx2* expression in limb buds from both the chimpanzee ortholog and wild type lines was weak and mostly evident at early time points (Fig. 3). Chimpanzee ortholog line embryos and wild type embryos both showed weak distal *Gbx2* expression foci in early forelimb and hindlimb that were generally restricted to the anterior limb bud (Fig. 3A, B). Weak distal expression was primarily restricted to approximately T1-T2 in wild type forelimb but persisted until approximately T4 in a subset of embryos with the chimpanzee ortholog (Fig. 3A, B). Weak distal expression persisted in hindlimb through T5-T6 in both the chimpanzee line and wild type (Fig. 3B, bottom). These findings suggest that the chimpanzee ortholog line exhibits a modest increase in *Gbx2* expression compared to wild type, potentially due to primate-rodent sequence differences affecting enhancer activity that our experimental design was intended to control for (see Supplemental Note). However, the *HACNS1* knock-in line exhibits profound changes in *Gbx2* limb bud expression compared to both. Together, these findings suggest that *HACNS1* drives spatial and quantitative changes in *Gbx2* expression in the limb, as well as a temporal extension of expression compared to wild type.

In addition to the forelimb and hindlimb bud, *Gbx2* was also expressed in the neural tube, diencephalon, and pharyngeal arches of embryos homozygous for *HACNS1* or the chimpanzee ortholog, and in wild type embryos (Fig. 3A)^27,29,31^. Whereas *Gbx2* expression was primarily restricted to the first pharyngeal arch in embryos with the chimpanzee ortholog and in wild type embryos, it expanded dorsally into the second pharyngeal arch in *HACNS1* homozygous embryos during T1-T5 (Supplementary Fig. 3B). However, we chose to focus on limb, due to the absence of a significant gain in H3K27ac marking at the *HACNS1* knock-in locus or the *Gbx2* promoter in *HACNS1* homozygous versus wild type pharyngeal arch (Supplementary Fig. 2).

In order to quantify the gain of *Gbx2* expression in *HACNS1* knock-in mice, we used real-time quantitative reverse transcription PCR (RT-qPCR) in pooled forelimb and hindlimb buds from embryos homozygous for *HACNS1*, the chimpanzee ortholog, and the endogenous mouse locus at time points T1-T6. We found that *Gbx2* expression was increased in forelimb and hindlimb of *HACNS1* embryos versus both chimpanzee ortholog and wild type at all 6 time points (Supplementary Fig. 3C and associated Source Data). Although we detected an increase in *Gbx2* expression in forelimb and hindlimb of embryos with the chimpanzee ortholog versus wild type at early time points, this change was substantially weaker than that between *HACNS1* and wild type or *HACNS1* and the chimpanzee line. Consistent with our ISH results, *Gbx2* expression in *HACNS1* knock-in line forelimb and hindlimb was strongest at the earliest time points and persisted longer in hindlimb than in forelimb (Fig. S3C). While *Gbx2* expression declined over time in all three genotypes, it persisted longer in *HACNS1* knock-in line forelimb and hindlimb.

### *HACNS1* drives increased *Gbx2* expression in limb chondrogenic mesenchymal cells

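Single cells were taken from E11.5 hindlimb buds pooled from 3 embryos a library, with 2 HACNS1 homozygous, 1 chimpanzee ortholog and 2 wild type libraries used here. The authors left out a further chimpanzee ortholog library for its high mitochondrial share. They counted unique molecular identifiers (UMIs), each an original RNA molecule, with Cell Ranger 3.0.2, and those raw counts were the starting point. Cells were kept by the limits the authors give: at most 7.5% mitochondrial and 2% haemoglobin UMIs, a gene number from 1 standard deviation below to 4 above the library's mean, and a UMI number at most 7 above it. Counts were scaled to 10000 per cell and logged, and levels of cell groups are given as counts per 1M UMIs (CPM). Cells were grouped by the Leiden method on 30 components of 2000 variable genes, centred per library, without Gbx2, cell cycle, haemoglobin, mitochondrial and sex-linked genes. This replaced the authors' Seurat integration, so cluster numbers are not theirs, and clusters are named here by a marker gene or cell type. For tests between genotypes, UMIs of the mesenchymal cells were summed per library, and edgeR's quasi-likelihood test was run on 14874 genes with TMM scaling. The libraries, not the cells, were the replicates, and the lone chimpanzee ortholog library was assumed to vary like the others. A cell was called Gbx2-positive at 1 UMI or more, and imputation by ALRA, which the authors used, was run as an alternative. Shares of cells are given for each library and were not tested between genotypes.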

In order to identify the specific cell types expressing *Gbx2* as well as genes that are co- expressed with *Gbx2* in the developing limb of all three genotypes, we performed single-cell RNA-sequencing (scRNA-seq) in E11.5 hindlimbs, which showed the most pronounced upregulation of *Gbx2* in spatial and quantitative expression analyses (Fig. 3, Supplementary Fig. 3). Using the 10x Genomics scRNA-seq platform for cell barcoding, library preparation, and sequencing, we obtained transcriptomes from ~10,000 cells per genotype. 

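The HACNS1 libraries held 8644 and 12971 barcodes, the chimpanzee ortholog library 19253, and the wild type libraries 14099 and 19141. After the filters, 4738 and 7107 HACNS1 cells, 10381 chimpanzee ortholog cells, and 7334 and 13607 wild type cells were kept. The libraries differed in depth. The median cell had 10762.5 and 5732 UMIs in HACNS1, 4801 in the chimpanzee ortholog, and 6015.5 and 3423 in wild type. A rare transcript such as Gbx2 is therefore seen more readily in a HACNS1 replicate 1 cell than in a wild type replicate 2 cell. Summed over mesenchymal cells the libraries were alike, at 42005546 to 53634582 UMIs.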

We used the Seurat toolkit for data preprocessing and library size normalization (Methods)^38^. During pre-processing, we removed endothelial and blood cells (*Cd34*-positive; *Pf4*-positive; *Hbb*-positive), as our analysis indicated that these developmentally and transcriptionally distinct cell types do not express *Gbx2* in any of our datasets^39,40^. 

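The cells outside the limb lineages fell in myeloid, endothelial, neural crest and Pf4-high clusters. Cd34 reached 320 CPM in the endothelial cluster of 218 cells and 90.9 in the myeloid cluster of 860 cells. Pf4, a platelet chemokine gene, reached 9571 CPM in the Pf4-high cluster of 146 cells and 256 in the myeloid one. Of myeloid cells, 0 of 113 in HACNS1 replicate 1 had a Gbx2 UMI, which allows a share of up to 2.65%, and 3 of 174 (1.72%) in replicate 2, at median depths of 12686 and 7043.5 UMIs. In the chimpanzee ortholog and both wild type libraries, 0 of 186, 1 of 134 and 0 of 253 myeloid cells had one. Of endothelial cells, 1 of 97 in HACNS1 and 1 of 96 in wild type had a Gbx2 UMI. Of Pf4-high cells, 3 of 23 in HACNS1, 2 of 24 in the chimpanzee ortholog and 10 of 99 in wild type had one. Myeloid cells serve below as the measure of background from free RNA. The Pf4-high cells were left out with the others.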

After normalization of the filtered data using the SCTransform method in Seurat and integration of data from all samples into a single dataset using the Seurat v3 integration workflow (Methods), we performed clustering analysis on the integrated dataset to identify cell type categories present in all three genotypes^38^. To visualize similarities between cells, we used Uniform Manifold Approximation and Projection (UMAP), a dimensionality reduction method for data visualization, followed by the Louvain method for community detection to identify cell subtypes^41,42^.

This analysis revealed three distinct groups: (a) mesenchymal cell subtypes based on expression of the known markers *Sox9* (clusters 1, 3, 4), *Bmp4* (cluster 2)*, Shox2* (cluster 1), and *Hoxd13* (clusters 1–4) (Fig. 4A); (b) non-mesenchymal cell types, including myogenic cells (cluster 5, *Myod*); and (c) ectodermal cells (cluster 6, *Fgf8*) (Fig. 4A)^43–48^. Furthermore, our analysis revealed finer separation of mesenchymal cells according to known limb patterning markers. 

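The limb cells formed 4 mesenchymal clusters, a myogenic cluster and a pair of ectodermal ones. The largest, Hoxd13-high cluster held 14522 cells, with Bmp4, a signal of interdigital mesenchyme, at 155 CPM. Its Hoxd13, a gene of the future hand and foot plate, stood at 193, and its Shox2, a proximal and mid-limb gene, at 66.3. The Lum-high cluster of 8933 cells had the most Shox2, at 735, and 24.2 Hoxd13. Sox9, the regulator of cartilage fate, was highest in the Col9a2-high cluster of 4766 cells, at 720. A Sox9-high cluster of 7375 cells had 283 Sox9 and 1.98 times the median UMIs of its libraries. In the myogenic cluster of 2630 cells, Myod1, a muscle-determining gene, reached 150, and in the ectodermal cluster of 952 cells Fgf8, a signal of the apical ridge, reached 679. The other ectodermal cluster, of 327 cells, had 1574 Krt14. A further cluster of 2335 cells, with a median depth of 0.265 times that of its library and 1.86% mitochondrial UMIs, matched no cell type and was left out. The rule for naming clusters was revised after the marker tables were seen. The levels are taken over all cells of a cluster.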

We first examined the expression of known proximal-distal limb bud markers *Meis1, Hoxa11*, and *Hoxd13* (proximal, medial, and distal, respectively)^49^. 

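Meis1, a proximal homeobox gene, and Hoxa11, a gene of the middle segment, tended to mark other mesenchymal cells than Hoxd13. Meis1 stood at 69.9 CPM in the Lum-high cluster and 2.44 in the Hoxd13-high cluster. Hoxa11 stood at 79.0 in the Col9a2-high and 65.7 in the Lum-high cluster, against 33.3 in the Hoxd13-high one. Cells with UMIs of both Meis1 and Hoxd13 were rarer than independence would give in every library, once cells were thinned to 5000 UMIs. The ratio of observed to expected cells was 0.549 and 0.613 in HACNS1, 0.427 in the chimpanzee ortholog, and 0.438 and 0.881 in wild type. For Hoxa11 and Hoxd13 it was 0.616, 0.709, 0.589, 0.640 and 0.907 in the same order. Meis1 and Hoxa11 were found together about as often as independence gives in some libraries, with ratios from 0.743 to 1.08. For both pairs with Hoxd13, the wild type library with the ratio nearest to 1 is the shallowest, with 2867 cells left after thinning.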

Cells expressing each of these markers showed a distinct localization in the UMAP embedding (*Meis1* + cells in the top left, *Hoxa11* + cell in the center, and *Hoxd13* + cells in the lower right; Fig. 4B, upper left), suggesting our analysis recovered transcriptional and cell-type transitions along the proximal-distal patterning axis (Fig. 4B).

**Fig. 4:**
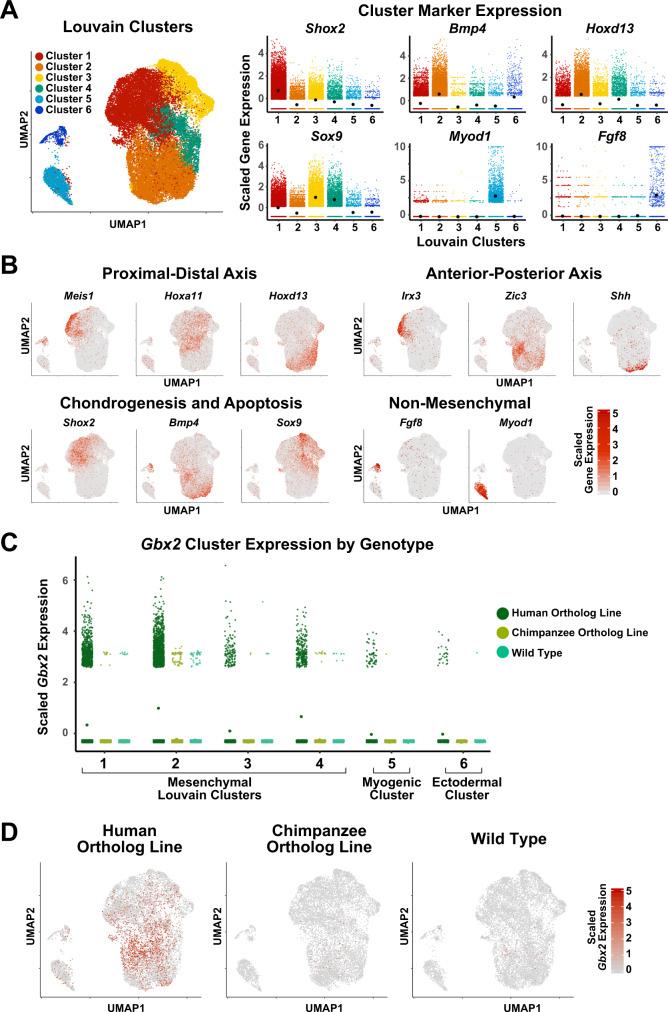
Single-cell transcriptome analysis of E11.5 hindlimb bud in *HACNS1* knock-in, chimpanzee ortholog line, and wild type embryos. **A** Left: UMAP embedding of *HACNS1* homozygous, chimpanzee ortholog line, and wild type cells. The colors indicate cell clusters identified by Louvain clustering. Right: Expression of known limb bud cell-type marker genes in each cluster. Black dots denote cluster mean expression. **B** UMAP embedding of hindlimb bud cells from *HACNS1* homozygous, chimpanzee ortholog line, and wild type, showing expression of proximal-distal, anterior-posterior, chondrogenesis-apoptosis, and non-mesenchymal markers. See text and Supplementary Fig. 4 for details. **C** Expression of *Gbx2* in each Louvain cluster, separated by genotype. Dots denote cluster mean expression. **D** UMAP embeddings illustrating cells expressing *Gbx2* (indicated in red) in *HACNS1* homozygous, chimpanzee ortholog line, and wild type cells. All gene expression data shown in plots and UMAP embeddings (**A**–**D**) were imputed using ALRA and centered and scaled using z-scores (see “Methods”)^81^.

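Irx3, an anterior and proximal homeobox gene, and Shh, the signal of the posterior margin, were seldom found in the same mesenchymal cell. Of cells thinned to 5000 UMIs, 3 of HACNS1 replicate 1 and 10 of replicate 2 held both, against 7.95 and 29.4 expected from independence. In the chimpanzee ortholog 7 did, against 18.9, and in wild type 0 and 7, against 4.88 and 12.4. Irx3 stood at 67.0 CPM in the Lum-high and 3.08 in the Hoxd13-high cluster, and Shh at 1.78 and 27.3. Irx3 and Meis1 were found together at 3.97 and 2.11 times the rate of independence in HACNS1, 3.41 in the chimpanzee ortholog, and 4.14 and 1.71 in wild type.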

We also found that the first axis of the UMAP embedding clearly recapitulated known gene expression gradients along the anterior-posterior limb bud axis based on expression of the anterior-proximal marker *Irx3*, the anterior marker *Zic3*, and the posterior-proximal marker *Shh* (Fig. 4B, upper right)^43,50–52^. 

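Sox9 and Bmp4 tended to mark different mesenchymal cells in every library. Bmp4 stood at 21.6 CPM in the Col9a2-high cluster, where cartilage genes such as Col2a1 were highest, at 464, and Col2a1 stood at 30.9 in the Hoxd13-high cluster. After thinning, cells with both Sox9 and Bmp4 were found at 0.717 and 0.72 times the rate of independence in HACNS1, 0.753 in the chimpanzee ortholog, and 0.703 and 0.901 in wild type. Shox2 and Bmp4 lay closer to independence, from 0.837 to 0.974. Sox9 and Shox2 were found together more often than independence gives, with ratios of 1.17 and 1.17 in HACNS1, 1.17 in the chimpanzee ortholog, and 1.21 and 1.08 in wild type. Cells are not independent replicates, so the spread between libraries is the error of these ratios.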

Using markers of chondrogenic (*Sox9, Shox2*) versus non-chondrogenic (*Bmp4*) mesenchyme, we found that the second UMAP axis followed the chondrogenic versus interdigital apoptotic fate gradient (Fig. 4B)^43,45,48^. We also found that the expression patterns of these markers were broadly conserved between genotypes, with each genotype showing comparable subsets of proximal, distal, anterior, posterior, chondrogenic, and non-chondrogenic cell types (Supplementary Figs. 4A, B). Collectively, our scRNA-seq analyses identified specific conserved cell types and spatial transcriptional gradients in the developing hindlimb bud across all three genotypes.

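Each cell group was present in every library, and the large mesenchymal clusters took overlapping shares of limb cells in HACNS1 and wild type. The Hoxd13-high cluster made up 39.4% and 32.4% in HACNS1, 37.8% in the chimpanzee ortholog, and 41.4% and 34.6% in wild type. The Lum-high cluster made up 18.7% and 23.1%, 26.8%, and 21.6% and 21.1% in the same order, and the Col9a2-high cluster 11.3% and 10.6%, 13.7%, and 14.1% and 10.7%. Mesenchymal cells made up 88.2% and 89.9%, 89.9%, and 91.8% and 90.1%, and myogenic cells 8.16% and 5.83%, 7.79%, and 6.12% and 6.02%. Other groups varied more. The Sox9-high cluster made up 18.8% and 23.8% in HACNS1, 11.6% in the chimpanzee ortholog, and 14.7% and 23.6% in wild type, and ectodermal cells 3.62% and 4.32%, 2.34%, and 2.09% and 3.89%. The low-mitochondrial cluster without a name was 8.29% and 13.2% of kept cells in HACNS1, 6.52% in the chimpanzee ortholog, and 1.92% and 1.37% in wild type. Among markers in mesenchyme, Hoxd13 stood at 140 and 94.6 CPM in HACNS1, 109.9 in the chimpanzee ortholog, and 142 and 114 in wild type. Sox9 stood at 231 and 198 in HACNS1, below 268 and 258 in wild type, a log2 fold change of -0.30 (standard error 0.12, adjusted p = 0.999 from edgeR). Irx3 stood at 17.7 and 38.6 in HACNS1, a log2 fold change of 1.18 (standard error 0.41, adjusted p = 0.999 from edgeR). Meis1, at 20.7 and 43.1 in HACNS1 and 13.5 and 22.2 in wild type, overlapped between genotypes.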

We then sought to define genotype-specific differences in *Gbx2* expression. In order to identify the cell types expressing *Gbx2* in *HACNS1* homozygous hindlimb buds, we examined the distribution of *Gbx2*-positive cells across cell clusters in all three genotypes. We found that *Gbx2* was upregulated in *HACNS1* homozygous hindlimbs versus chimpanzee ortholog and wild type hindlimbs, primarily in the mesenchymal cell clusters (clusters 1–4), consistent with the ISH and RT-qPCR expression analyses (Fig. 3, Supplementary Fig. 3C and Fig. 4C). 

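Gbx2 RNA was higher in HACNS1 mesenchyme than in both other genotypes. It stood at 2.82 and 4.62 CPM in HACNS1, 1.11 in the chimpanzee ortholog, and 0.521 and 1.33 in wild type, so every HACNS1 library lay above every other. Against wild type the log2 fold change was 1.95 (standard error 0.41, adjusted p = 0.999 from edgeR over 14874 genes). Of the 25 genes the paper's text names, Gbx2 was the 1 that passed when adjusted over the list alone. DESeq2 gave it an adjusted p of 0.0370 over all genes. Against the chimpanzee ortholog the log2 fold change was 1.78 (standard error 0.52, adjusted p = 1.00 from edgeR), and between the chimpanzee ortholog and wild type 0.17 (standard error 0.54). Agap1, in which the edited locus lies, had a log2 fold change of -0.00 between HACNS1 and wild type. Over all genes, edgeR called 1 between HACNS1 and wild type, with 471 at an unadjusted p under 0.05. It called 0 between HACNS1 and the chimpanzee ortholog, with 303 at that p and 1 called by DESeq2. Both counts at that p lie below the share of 0.05 that chance alone would give. With libraries paired by replicate number, 1878 of 14450 genes were at that p between HACNS1 and wild type. Replicate numbers need not pair litters. Simulated 4-fold changes were recovered for 98.5% of genes between HACNS1 and wild type, and 1.5-fold changes for 39.7%. The simulation draws genes independently and lacks shifts shared by many genes of a library, so real power can be lower.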

In *HACNS1* homozygous hindlimbs, 24% of cells expressed *Gbx2*, 96% of which were mesenchymal cells, whereas less than 1% of cells in chimpanzee ortholog and wild type hindlimbs expressed *Gbx2* (Methods; Supplementary Data 4). 

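A Gbx2 UMI was found in 147 of 4167 HACNS1 replicate 1 limb cells, 3.53% (95% Clopper-Pearson interval 2.99 to 4.13), and in 200 of 5903 replicate 2 cells, 3.39% (2.94 to 3.88). It was found in 51 of 9434 chimpanzee ortholog cells, 0.541% (0.403 to 0.710). In wild type it was found in 23 of 6993 cells, 0.329% (0.209 to 0.493), and in 79 of 13008 cells, 0.607% (0.481 to 0.756). The intervals cover counting error only, and those of HACNS1 lie clear of all others. Median depth was 11413 and 6236 UMIs in HACNS1 limb cells, 4948 in the chimpanzee ortholog, and 6037 and 3405 in wild type. HACNS1 replicate 2 and wild type replicate 1 are thus alike in depth and differ in share. Of the Gbx2-positive cells, 133 of 147 (90.5%) and 184 of 200 (92.0%) were mesenchymal in HACNS1. Almost all positive cells held a single Gbx2 UMI, and 15 and 10 HACNS1 cells held at least 2, as did 0 chimpanzee ortholog cells and 2 and 1 wild type cells. The shares are of cells in which the RNA was caught, not of all cells that express the gene.

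**Figure D4:**
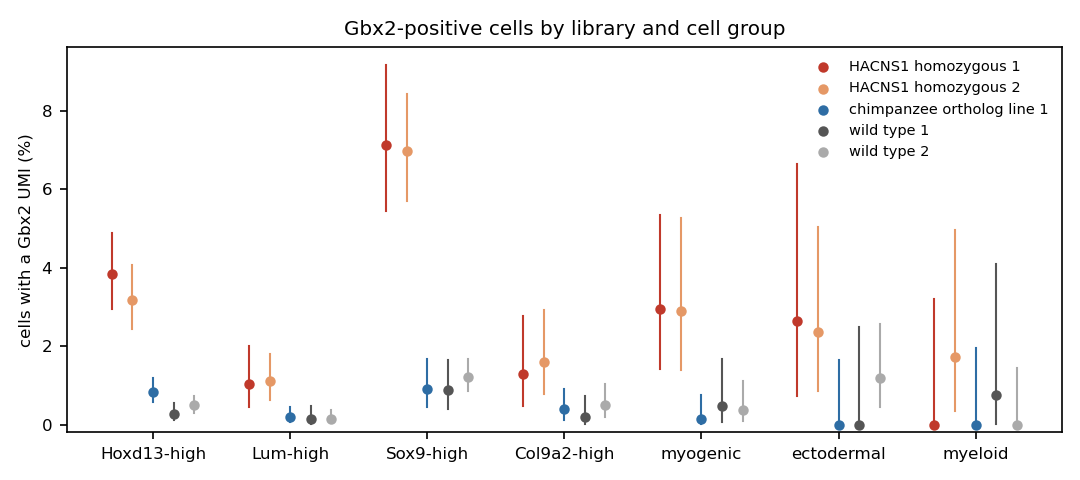
Percent of cells with a Gbx2 UMI (y axis) in each cell group (x axis) and library. Points are shares and vertical lines 95% Clopper-Pearson intervals. In all 4 mesenchymal clusters both HACNS1 libraries lie above the other 3, and in myeloid cells the intervals overlap.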

Greater than 98% of *Gbx2*-positive cells in the chimpanzee ortholog line and wild type hindlimb were mesenchymal, and the majority of *Gbx2*-positive cells in each of these lines were assigned to Louvain cluster 2 (70% and 68%, respectively; Supplementary Data 4). 

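In the chimpanzee ortholog, 50 of 51 Gbx2-positive cells (98.0%) were mesenchymal, and in wild type 21 of 23 (91.3%) and 70 of 79 (88.6%). The Hoxd13-high cluster, the one richest in Bmp4, held 58.8% of the positive cells of the chimpanzee ortholog, and 34.8% and 27.8% of those of wild type. The deeper Sox9-high cluster held 19.6% in the chimpanzee ortholog, and 39.1% and 46.8% in wild type. As a share of their own cluster, 30 of 3567 Hoxd13-high chimpanzee ortholog cells were positive (0.841%), and in wild type 8 of 2892 (0.277%) and 22 of 4506 (0.488%). Median depths of this cluster were 5152 UMIs, and 6068.5 and 3152. Of myeloid cells, 0 of 186 were positive in the chimpanzee ortholog, which allows up to 1.96%, at a median of 7773 UMIs, and 1 of 387 in wild type (0.258%, upper limit 1.43%), at 5837. With so few myeloid cells, these cluster shares are not resolved from background.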

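Outside the mesenchyme, 1 of 956 chimpanzee ortholog limb cells had a Gbx2 UMI, a myogenic cell. In wild type 2 of 574 and 9 of 1289 had one. Of these, 2 and 3 were myogenic and 0 and 6 ectodermal, of 146 and 506 ectodermal cells. In HACNS1, 14 of 491 (2.85%) and 16 of 599 (2.67%) non-mesenchymal limb cells were positive. By lineage these were 10 of 340 and 10 of 344 myogenic cells, and 4 of 151 and 6 of 255 ectodermal cells. Myogenic cells were deep, with medians of 19008 and 10990.5 UMIs in HACNS1, against 12686 and 7043.5 in the myeloid cells.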

Only one non-mesenchymal cell from chimpanzee ortholog hindlimb and one non-mesenchymal cell from wild type hindlimb was *Gbx2-*positive (Fig. 4C; Supplementary Data 4). UMAP embedding of cells revealed that *Gbx2-*positive cells in *HACNS1* homozygous hindlimb buds largely clustered within a distinct subset of mesenchymal cells belonging primarily to Louvain clusters 1, 2 and 4 (Fig. 4C, D; Supplementary Data 4). 

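The share of Gbx2-positive HACNS1 cells was largest in the Sox9-high cluster, at 56 of 784 (7.14%) and 98 of 1404 (6.98%). They followed in the Hoxd13-high cluster, at 63 of 1642 (3.84%) and 61 of 1915 (3.19%). The Col9a2-high cluster had 1.28% and 1.60%, and the Lum-high cluster, with the proximal Meis1 cells, 1.02% and 1.10%. Of all positive HACNS1 cells, the Sox9-high cluster held 38.1% and 49.0%, and the Hoxd13-high cluster 42.9% and 30.5%. Cells of the Sox9-high cluster are deeper than others, at a median of 23866 UMIs in replicate 1. Their median doublet score from Scrublet was 0.205, against 0.074 to 0.089 in the other mesenchymal clusters. Doublets, which are 2 cells under 1 barcode, are thus not ruled out in this cluster. Relative to all UMIs the order was not kept, as Gbx2 stood at 3.63 and 5.38 CPM in the Hoxd13-high cluster of HACNS1. Gbx2 stood at 2.59 and 5.07 CPM in the Sox9-high cluster of HACNS1, 0.974 in that of the chimpanzee ortholog, and 0.828 and 1.36 in that of wild type.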

The genotype-specific differences in *Gbx2* expression were consistent between the imputed and unimputed data as well as across individual replicates (Supplementary Fig. 4C, D).

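After imputation by ALRA at the authors' limit of 0.1, Gbx2-positive limb cells were 21.9% and 52.0% in HACNS1, 7.50% in the chimpanzee ortholog, and 1.52% and 4.35% in wild type. Summed over libraries they were 39.5%, 7.50% and 3.36%. HACNS1 was highest by either count. The chimpanzee ortholog lay between the wild type libraries by UMIs and above both after ALRA. The HACNS1 replicates lay close in UMI shares, although replicate 1 is deeper, and apart after imputation, by more than their counting error. With cells thinned to 5000 UMIs, the HACNS1 shares were 1.11% and 2.09%, so at equal depth the replicates lay apart without imputation too. Both stayed above all other libraries when thinned.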

To identify genes whose expression is associated with *Gbx2*, we used k-Nearest-Neighbors Conditional-Density Resampled Estimate of Mutual Information (kNN-DREMI), which computes scores quantifying the strength of the relationship between two genes^53,54^. Using kNN-DREMI scores, we ranked each gene expressed in *HACNS1* homozygous limbs by the strength of its association with *Gbx2*. To determine if genes associated with *Gbx2* were enriched in particular functions, we then performed Gene Set Enrichment Analysis (GSEA) on this set of ranked genes. We found that *Gbx2* expression was associated with genes in several limb development-related ontologies, including “Cartilage Morphogenesis” (Kolmogorov–Smirnov (KS) *P* = 1.61 × 10^−3^) and “Regulation of Chondrocyte Differentiation” (KS P = 5.84 × 10^−3^); the latter overlapped considerably with “Collagen Fibril Organization” (KS *P* = 1.30 × 10^−4^) (Fig. 5A, Supplementary Data 5). These results indicate that in the *HACNS1* homozygous hindlimb, *Gbx2* is co-regulated with genes expressed in condensing mesenchymal cells destined to become chondrocytes (Fig. 5A).

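Within HACNS1 mesenchyme, genes of cartilage and collagen did not move as a group between cells with and without a Gbx2 UMI. Each of the 133 and 184 positive cells was matched to a negative cell of the same library and like depth, at medians of 16414 against 16399 UMIs in replicate 1 and 8090.5 against 8089 in replicate 2. Of 19 chondrogenesis genes tested, none passed, 9 had positive and 10 negative values in Gbx2-positive cells, and the median log2 fold change was -0.04 (adjusted p = 0.951 by camera). Examples are Sox6, a partner of Sox9, at 0.33 (standard error 0.23), and the chondrocyte receptor gene Pth1r, at -0.22 (standard error 0.14). Of 24 collagen fibril genes, none passed and 17 had negative values, with a median of -0.09 (adjusted p = 0.0528). Lum, which encodes a collagen-binding proteoglycan, was at -0.84 (standard error 0.21, adjusted p = 0.106 from edgeR) and Col12a1 at -1.40 (standard error 0.36, adjusted p = 0.106). The list of proximal genes was lower by camera, with 15 of 17 members negative and a median of -0.20 (adjusted p = 1.2e-04). Its adjusted p with an estimated correlation was 0.926, as for the other lists camera called. These lists were fixed before the data were examined and are not the paper's ontologies, which ranked genes by a mutual information score on imputed values. Among 317 positive cells, effects on rare genes are beyond this depth. Cells without a Gbx2 UMI can still express Gbx2, which shrinks any difference between the classes.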

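Cells called positive after ALRA imputation gave another picture of the same mesenchyme. Of 25 chondrogenesis genes, 2 were higher and 8 lower at an adjusted p under 0.05 from edgeR, with a median log2 fold change of -0.34. Of 25 collagen fibril genes, 23 had a negative log2 fold change, with a median of -0.17. Of 17 distal genes, 10 were higher and 4 lower, and of 17 proximal genes, 12 were lower. Of the anterior genes, 7 were higher and 2 lower. In HACNS1 replicate 2 the 2874 positive cells outnumbered the 2430 negative ones and were deeper, at medians of 7034.5 against 5062 UMIs, so depth was matched in replicate 1 only. ALRA draws on genes that vary with Gbx2, so positive cells chosen by it share those genes by construction. Camera's calls of these lists did not hold with an estimated correlation, at an adjusted p = 0.705. From its own ranking, the paper concludes that Gbx2 is co-regulated with genes of condensing mesenchyme that becomes cartilage.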

**Fig. 5:**
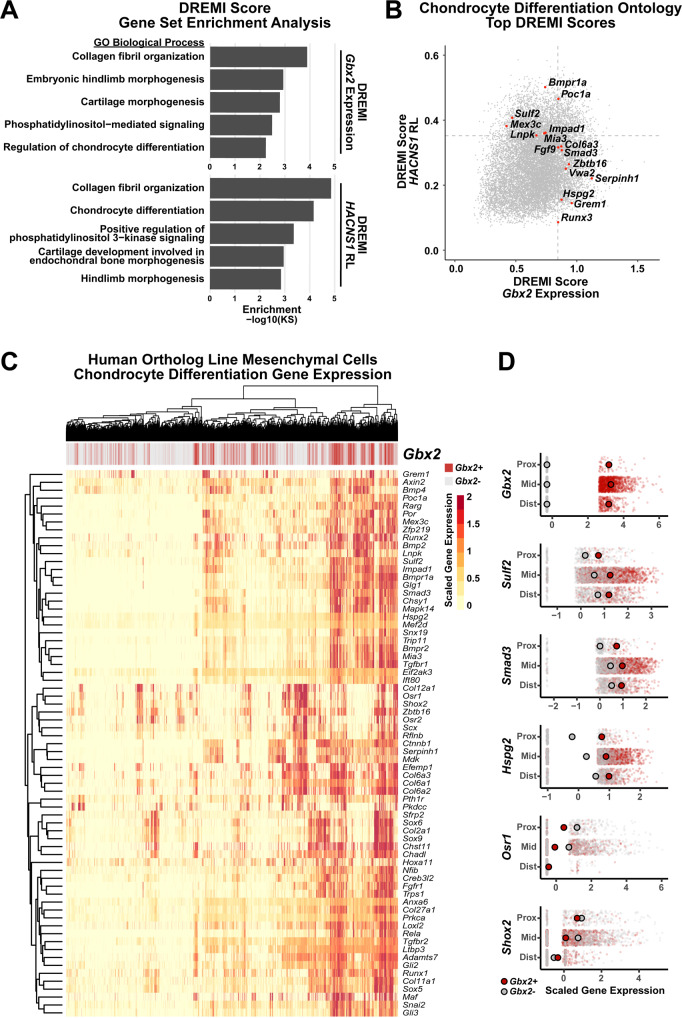
*Gbx2-*positive mesenchymal cell expression of chondrocyte differentiation markers in *HACNS1* homozygous limb bud. **A** Ontology enrichments of genes with expression associated with *Gbx2* expression (top) and the relative likelihood of the *HACNS1* knock-in condition (*HACNS1* RL, bottom) in *HACNS1* homozygous mesenchymal cells. The log-transformed Gene Set Enrichment Analysis Kolmogorov–Smirnov *P* value for each category is plotted on the x-axis. Ontologies shown are those overlapping in the *Gbx2* expression and *HACNS1* RL ontology enrichment lists. See also Supplementary Data 5 and 6. **B** *HACNS1* RL and *Gbx2* kNN-DREMI scores are plotted for all genes. Genes ranked in the top 20% of kNN-DREMI scores in the Chondrocyte Differentiation ontology (GO:0002062) for the union of the *HACNS1* RL and *Gbx2* kNN-DREMI analysis gene lists are colored in red and labeled. Dotted lines indicate the top 20% of values for each dataset. **C** Heatmap showing expression of genes belonging to the ontology “Chondrocyte Differentiation” (GO:0002062) in all *HACNS1* homozygous mesenchymal cells (Louvain clusters 1–4). Hierarchical clustering was used to determine the order of cells (in columns) and genes (in rows). The bar at the top of the heatmap shows *Gbx2*-positive and *Gbx2*-negative cells in red and gray, respectively. **D** Expression of selected genes in *Gbx2*-positive (red) versus *Gbx2*-negative (gray) mesenchymal cells belonging to Louvain clusters 1 and 2, partitioned by proximal-distal axis markers as follows: Proximal cells (Prox) are *Meis*1+, *Hoxd13*−, *Hoxa11*−; distal cells (Dist) are *Hoxd13*+, *Hoxa11*− and *Meis1*−; and intermediate cells (Mid) are all remaining *Hoxa11* + cells. Cells were randomly down-sampled to enable comparison of equal numbers of *Gbx2*-positive and *Gbx2*-negative cells. Larger red and gray dots respectively denote mean expression of each indicated gene in each group in *Gbx2*-positive and *Gbx2*-negative cells. All gene expression values shown in C and D were imputed using ALRA and centered and scaled using z-scores (see “Methods”)^81^.

We also used Manifold Enhancement of Latent Dimensions (MELD) to quantify the differences in the transcriptional profiles of *HACNS1* homozygous limb buds compared to the chimpanzee ortholog line and wild type. MELD is an unsupervised learning algorithm and is therefore an orthogonal approach that is naïve to our identification of *Gbx2* as the target of *HACNS1*^55^. MELD uses graph signal processing to quantify the relative likelihood of observing each cell in each of multiple experimental conditions based on its transcriptional profile. In this case, MELD is used to quantify the relative likelihood (RL) of observing a cell in the *HACNS1* hindlimb versus the chimpanzee ortholog or wild type hindlimb. Rather than explicitly classifying genes as differentially expressed in one condition versus another, the RL value can be used to identify trends in gene expression across cells that are associated with the *HACNS1* knock-in condition^55^.

To identify overall gene expression patterns characteristic of *HACNS1* homozygous hindlimb bud cells, we used kNN-DREMI to associate gene expression with the *HACNS1* knock-in condition (*HACNS1* RL) calculated by MELD. We then used the resulting gene rankings to identify enriched biological functions via GSEA, as described above for *Gbx2* expression. We found that genes associated with both *HACNS1* RL and *Gbx2* expression converged on related biological processes. Performing GSEA using genes ranked by mutual information with *HACNS1* RL revealed significant enrichment of the “Chondrocyte Differentiation” ontology (KS *P* = 7.00 × 10^−5^), along with four other categories also significantly enriched in the *Gbx2* expression analysis: “Hindlimb Morphogenesis” (KS *P* = 1.42 × 10^−3^), “Cartilage Development Involved in Endochondral Bone Morphogenesis” (KS *P* = 1.11 × 10^−3^), “Collagen Fibril Organization” (KS *P* = 1.40 × 10^−5^), and “Positive Regulation of Phosphatidylinositol 3-kinase Signaling” (KS *P* = 4.40 × 10^−5^), of which the last two are also implicated in chondrocyte differentiation (Fig. 5A, Supplementary Data 6)^56,57^. 

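Most genes of cartilage and collagen had lower estimates in HACNS1 mesenchyme than in both other genotypes, but no member passed edgeR's test over all genes. Against wild type, 27 of 31 chondrogenesis genes had a negative log2 fold change, with a median of -0.42 (adjusted p = 8.5e-14 by camera). Its adjusted p with an estimated correlation was 0.619 and by fry 0.617, so the call did not hold. Examples are Sox6 at -0.41 (standard error 0.12), the joint gene Gdf5 at -1.03 (standard error 0.38) and the cartilage collagen gene Col9a2 at -0.53 (standard error 0.21). Of 30 collagen fibril genes, 27 were negative, with a median of -0.20 (adjusted p = 1.5e-09 by camera, adjusted p = 0.619 with an estimated correlation). Among them were the Wnt antagonist gene Sfrp2 at -0.61 (standard error 0.14) and Lox, a collagen cross-linker, at -0.65 (standard error 0.25). Of 11 anterior genes, 8 had a positive log2 fold change, with a median of 0.19 (adjusted p = 9.1e-04 by camera, adjusted p = 0.619 with an estimated correlation). Lists of cell state moved by camera as well. Of 16 hypoxia genes 15 were negative (median -0.16, adjusted p = 5.2e-04) and of 20 S phase genes 15 positive (median 0.12, adjusted p = 9.1e-04), each with an adjusted p = 0.619 with an estimated correlation. Against the single chimpanzee ortholog library, 27 of 31 chondrogenesis genes (median -0.35), 28 of 30 collagen fibril genes (median -0.21) and 9 of 9 erythroid genes (median -0.52) were negative, each with an adjusted p = 0.541 with an estimated correlation. Without wild type replicate 1 the chondrogenesis median against wild type was -0.17.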

“Collagen Fibril Organization” is the most significantly enriched GO term for genes associated with *HACNS1* RL and is the second most enriched for genes associated with *Gbx2* expression. The top GO term for genes associated with *Gbx2* expression, “Roof of Mouth Development”, (KS *P* = 1.10 × 10^−5^), shares >20% of its genes with “Embryonic Hindlimb Morphogenesis” (KS *P* = 1.18 × 10^−3^)^58^. This illustrates that many genes involved in limb development are also implicated in craniofacial development, and likely accounts for why craniofacial development-related GO terms were also enriched in our analysis.

These findings led us to examine the expression patterns of chondrocyte differentiation-related genes in *HACNS1* homozygous mesenchymal cells belonging to Louvain clusters 1–4 (Fig. 5C). We clustered *HACNS1* homozygous mesenchymal cells by humanized RL and *Gbx2* expression and examined the expression of the “Chondrocyte Differentiation” ontology genes within *Gbx2*-positive cells (Fig. 5C). This clustering analysis revealed higher expression of positive regulators of chondrocyte differentiation (e.g., *Sox9*, *Col2a1*, *Bmp2*, and *Runx2)* specifically in *Gbx2*-positive versus *Gbx2*-negative humanized mesenchymal cells, supporting that *HACNS1-*driven upregulation of *Gbx2* occurs in chondrogenic cells (Fig. 5C)^57,59–61^. 

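Sox9, Col2a1, Bmp2 and Runx2 were detected in Gbx2-positive and Gbx2-negative HACNS1 mesenchymal cells at levels that did not differ beyond the error. The log2 fold change of positive over matched negative cells was -0.04 for Sox9 (standard error 0.065), -0.11 for Col2a1, the main cartilage collagen (standard error 0.082), 0.19 for Bmp2 (standard error 0.28) and 0.25 for Runx2, a bone regulator (standard error 0.46). None had an adjusted p under 0.05 from edgeR over 10335 genes. Negative cells can include cells whose Gbx2 RNA was not caught, which shrinks such differences. Sox9 UMIs were found in 72.2% of positive and 70.7% of negative cells in replicate 1, and in 59.2% and 63.0% in replicate 2. Col2a1 UMIs were found in 53.4% and 63.9%, and in 43.5% and 44.0%. With ALRA-positive cells, matched for depth in replicate 1 only, the log2 fold change was -0.14 for Sox9, -0.44 for Col2a1, -0.46 for Bmp2 and -0.16 for Runx2. Apart from Gbx2, 3 genes differed between UMI-positive and negative cells, all lower: Igfbp5, Cxcl14 and Shox2. Shox2 was at -0.32 (standard error 0.065, adjusted p = 0.00501 from edgeR). DESeq2 called 0 genes. At an unadjusted p under 0.05 were 510 genes, close to the share of 0.05 that chance alone would give. From the clustering of imputed values, the paper reasons that Gbx2 is upregulated in chondrogenic cells.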

We also identified a subset of *Gbx2*-positive humanized cells that were also positive for *Bmp4*, which is expressed in the apoptotic interdigital domains^62^. These findings suggest that upregulation of *Gbx2* is associated with the interdependent pathways of digit condensation and interdigital cell fate specification required for digit morphogenesis.

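Bmp4 UMIs were found in 98 of 133 Gbx2-positive HACNS1 cells of replicate 1 (73.7%) and in 82 of 184 of replicate 2 (44.6%). In the matched negative cells the shares were 68.4% and 45.1%. The log2 fold change of Bmp4 in positive over negative cells was 0.26 (standard error 0.085, adjusted p = 0.516 from edgeR). Cells with both Bmp4 and Sox9 UMIs were 68 of 133 positive cells (51.1%) and 49 of 184 (26.6%), against 48.9% and 27.7% of negative cells. Most Gbx2-positive cells with Bmp4 therefore also held Sox9. Hoxd13 UMIs were found in 73.7% and 36.4% of positive and 75.9% and 53.3% of negative cells, a log2 fold change of -0.24 (standard error 0.083, adjusted p = 0.568 from edgeR). With ALRA-positive cells, unmatched for depth in replicate 2, the Bmp4 value was 0.39 (adjusted p = 7.8e-06 from edgeR).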

The gain of a *Gbx2* anterior proximal hindlimb expression domain in *HACNS1* knock-in mice suggests that *Gbx2* upregulation may impact development of multiple segments in the limb (Fig. 3A, B). To explore this further, we characterized the distribution of *Gbx2* expression along the proximal-distal (PD) axis in the *HACNS1* homozygous hindlimb single-cell dataset. We defined three groups of mesenchymal cells along the (PD) axis based on expression of the patterning markers shown in Fig. 4: distal (*Hoxd13*+, *Hoxa11−, Meis1*−); proximal (*Hoxd13−, Hoxa11−, Meis1*+); and intermediate (all remaining *Hoxa11*+) cells. 

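By UMIs, Gbx2-positive HACNS1 cells were found in all 3 groups along the proximal-distal axis. Among distal cells, with Hoxd13 but neither Hoxa11 nor Meis1, they were 35 of 1192 (2.94%) and 25 of 1191 (2.10%). Among intermediate cells, with Hoxa11, they were 71 of 1363 (5.21%) and 80 of 1639 (4.88%). Among proximal cells, with Meis1 alone, they were 3 of 203 (1.48%) and 18 of 495 (3.64%). Of proximal cells, 0 of 607 in the chimpanzee ortholog had a Gbx2 UMI, which allows a share of up to 0.494%, and 2 of 245 and 4 of 493 in wild type. A cell joins a group by UMIs of 3 genes, so deeper cells reach the intermediate group more often.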

*Gbx2* was expressed in all three subtypes (Fig. 5D, top). We also examined expression of several “Chondrocyte Differentiation” ontology genes (selected from Fig. 5C) in *Gbx2* + and *Gbx2*- cells in each subtype. Cells expressing *Gbx2* also expressed chondrocyte differentiation markers along the PD axis, with a subset of markers showing modestly increased expression in *Gbx2* + cells (Fig. 5D, middle and bottom). Together, these results link *Gbx2* upregulation to chondrocyte differentiation in multiple developing regions of the hindlimb.

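Within the groups, none of the chondrocyte genes looked at passed between Gbx2-positive and matched negative cells, and with 35 and 25 positive distal cells the test had little power. In distal cells, the log2 fold change was 0.20 for Sox9 (standard error 0.20), 0.47 for Col2a1 (standard error 0.30) and -0.43 for Bmp4 (standard error 0.21). In intermediate cells it was -0.07 for Sox9, -0.10 for Col2a1, -0.18 for Bmp2 and 0.30 for Bmp4. Of these, none passed an adjusted p of 0.05 from edgeR over 5650 genes in distal and 9613 in intermediate cells. In intermediate cells 2 genes were called, both higher, among them Tdp1, a DNA repair enzyme gene, at 1.05 (adjusted p = 0.0367 from edgeR), and in distal cells 1 was called, lower. Proximal cells held too few positive cells in replicate 1 for a test. The differences between the groups were not tested.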

### Morphometric analysis of *HACNS1* knock-in mouse limbs

To determine if *Gbx2* upregulation and downstream transcriptional changes in *HACNS1* limb buds affect digit formation or overall limb morphology, we performed morphometric analysis of skeletal preparations for embryos homozygous for *HACNS1*, the chimpanzee ortholog, and wild type embryos (Methods). We performed morphometric analysis at E18.5 in order to capture any major phenotypic effects of targeted humanization that occurred by the end of embryonic skeletogenesis^22^. We did not detect gross morphological differences among genotypes; the three major limb segments (autopod, zeugopod, and stylopod) were present in both *HACNS1* skeletons and chimpanzee ortholog skeletons (Supplementary Fig. 6). We also examined digit length (normalized to body size based on the length of the ossified humerus), and intradigital (phalange to metacarpal or metatarsal length) and interdigital ratios. Again, we found no significant differences in digit length or autopod proportions between genotypes (Supplementary Fig. 6, Supplementary Data 7–9; Source Data). Although these analyses failed to detect morphological differences, it is possible that subtle phenotypes do indeed exist in the *HACNS* homozygous limb, which may be revealed in future studies.

## Discussion

Understanding how uniquely human genetic changes altered developmental processes is essential to understanding the evolution of our species. Here we investigated the role of the Human Accelerated Region *HACNS1* in human limb evolution by directly interrogating its biological functions in a genetically humanized mouse model. This in vivo approach enabled us to identify spatial and temporal changes in gene expression driven by *HACNS1* and to characterize the specific cell types affected by these changes, providing insight into the developmental processes modified due to human-specific alterations in enhancer activity.

First, we determined that *HACNS1* is active in the mouse genomic context, recapitulating the significant level of H3K27ac marking previously observed in the developing human limb in the *trans-*regulatory environment of the developing mouse limb. Second, we found that *Gbx2* exhibited increased promoter activity in the *HACNS1* homozygous limb bud, strongly supporting that it is regulated by *HACNS1*, and then demonstrated that *HACNS1* drives robust changes in *Gbx2* expression in the forelimb and hindlimb bud. These findings support the long-standing hypothesis that discrete regulatory changes altering expression of pleiotropic developmental regulators in specific tissues contribute to the evolution of phenotypic differences—in the case of this study, molecular phenotypes—across species^20,21^. Third, by performing scRNA-seq, we identified the spectrum of distinct cell types that show upregulation of *Gbx2* in the developing limb, as defined by transcriptome signatures. This analysis not only established that *Gbx2* is expressed in mesenchymal cells in the limb bud, but also placed these cells in the developmental process of chondrogenesis. By both characterizing *Gbx2*-positive cells in the *HACNS1* homozygous limb bud and identifying overall expression trends associated with the *HACNS1* knock-in condition without reference to *Gbx2* expression, we implicated changes in *Gbx2* regulation in chondrocyte differentiation, a critical process in skeletal development.

We found that the human-specific gain of function in *HACNS1* drives quantitative, spatial, and temporal changes in *Gbx2* expression in the *HACNS1* knock-in mouse limb bud. One hypothesis consistent with these findings is that *HACNS1* acts to both spatially expand and prolong *Gbx2* expression and its potential effects on chondrocyte differentiation in the developing limb. *Gbx2* is expressed in wild type mouse limb at E10.5, and the mouse ortholog of *HACNS1* is marked by H3K27ac at this time point, suggesting it is contributing to *Gbx2* regulation^27,63,64,65^. However, the mouse ortholog is annotated as a poised enhancer in the E11 limb bud, consistent with the weak expression of *Gbx2* we observe in E11-E12 wild type limb buds^65^. In contrast, *HACNS1* shows robust H3K27ac marking in the E11.5 limb, and *Gbx2* is strongly expressed in the E11 *HACNS1* limb bud. These results, coupled with our finding that *Gbx2* is primarily expressed in limb mesenchymal cells in all three genetic backgrounds we interrogated, suggests that the gain of function in *HACNS1* may be modifying an ancestral *Gbx2* regulatory program in the limb. The temporal extension of *Gbx2* expression we observed in *HACNS1* knock-in limb buds also raises the possibility that *HACNS1* contributes to human-specific heterochronic changes in this ancestral regulatory program. This is particularly intriguing given the protracted timing of human development compared to chimpanzee and mouse. Further insight into these questions will require deciphering the *Gbx2* regulatory network in both *HACNS1* knock-in and wild type limbs, including identifying downstream targets of GBX2 and upstream regulators of *HACNS1* and the orthologous mouse enhancer. We note that several of the transcription factors whose predicted binding sites are present only in *HACNS1* have been implicated in limb bud patterning and chondrogenesis at E11, including *Ets1* and *Gabpa*^66^, *Tfap2B*^67^, and *Runx2* (Supplementary Data 2)^68^. Additional longitudinal single-cell expression studies in the *HACNS1* knock-in limb may also reveal downstream transcriptional changes that could not be identified in the single time point we examine here.

The modest, but observable, differences in *Gbx2* expression in the chimpanzee ortholog line compared to wild type may be due to primate-rodent sequence changes that altered ancestral enhancer activity at the *HACNS1* locus, predating the human-specific changes we focused on in this study. Although *HACNS1* itself shows very high levels of sequence conservation with the chimpanzee and mouse orthologs, the flanking human and chimpanzee sequences we included in our knock-in models harbor multiple differences, including single nucleotide substitutions and gaps, relative to the endogenous mouse locus (Fig. 1B; Supplemental Note). These sequence changes may have contributed either to gain of function at the *HACNS1* locus during primate evolution, or to loss of function on the rodent lineage. Distinguishing between these mechanisms will require in vivo genetic studies of *HACNS1* orthologs from multiple primate, rodent, and outgroup species, and of primate and rodent ancestral orthologs inferred by ancestral sequence reconstruction.

Our morphological studies in the *HACNS1* mouse model also have several limitations that we note here. We did not identify major changes in skeletal morphology at E18.5 that were associated with targeted humanization, despite the large number of biological replicates we used in our analyses. However, this does not preclude subtle changes in limb length or other features in adult mice, or changes in soft tissues that would not be detected using skeletal preparations. Furthermore, we did not exhaustively characterize other tissues, including the pharyngeal arch and diencephalon, in which *Gbx2* has known developmental functions^26–29,31^. Although we did not observe overt craniofacial phenotypes in *HACNS1* knock-in mice, the dorsal expansion of *Gbx2* expression into the second pharyngeal arch that we detected in this background may result in more subtle developmental effects. The second arch contributes to the development of multiple structures, including the temporal styloid process, the hyoid bone, facial muscles, and the facial nerve^69,70^. Understanding which of these structures might be altered in *HACNS1* humanized mice could be explored in future studies.

We have shown that HAR knock-in mouse models represent a viable and fruitful approach for studying gene regulatory mechanisms relevant for human evolution within the complete genomic, tissue-level, and developmental framework of a living organism. We note that the lack of an overt morphological phenotype in the *HACNS1* model, despite the strong effects on gene expression that we observed, suggests it may be difficult to anticipate the full range of phenotypes HARs might generate in model systems based on their degree of acceleration. Nevertheless, it is not entirely surprising that that the *HACNS1-*driven molecular phenotypes we observed did not produce morphological phenotypes. Genetic changes in any one enhancer are unlikely to be sufficient to replicate human-specific morphological changes entirely in an experimental model. The evolution of uniquely human physical traits likely entailed modifications in the expression of many genes, potentially driven by multiple HARs and other human-specific genetic changes. Our study provides insight into how a single HAR alters gene regulation and expression at critical developmental time points, yielding an important entry point for understanding the larger developmental networks that changed during human limb evolution, of which *Gbx2* is a part. Knock-in mouse models offer the means to study additional HARs contributing to human-specific phenotypes at once, either through intercrossing mouse lines harboring edited unlinked loci or by iterative editing of one locus, allowing us to expand our understanding of human limb evolution. Our study thus establishes a framework for using genetically humanized mouse models to link sequence changes that arose on the human lineage to the unique traits that distinguish our species.

## Methods

### Mouse line generation and validation

All animal work was performed in accordance with approved Yale IACUC protocols (#2019–11167 and #2020–07271). The *HACNS1* and chimpanzee ortholog lines were generated at the Yale Genome Editing Center using standard gene targeting techniques in mouse ES cells^71^. C57BL/6J-*A*^*w−J*^/J mouse ES cells, generated by the Yale Genome Editing Center from C57BL/6J-*A*^*w−J*^/J mice obtained from The Jackson Laboratory (RRID:IMSR_JAX:000051), were edited by electroporation of a GFP cloning vector containing human (1241 bp) or chimpanzee (1240 bp) sequence flanked by C57BL/6 J mouse sequence homology arms, floxed pPGKneo vector, and diphtheria toxin sequence (Supplementary Fig. 1A)^72^. The genomic coordinates of the human (hg19; https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.13/), chimpanzee (panTro4; https://www.ncbi.nlm.nih.gov/assembly/GCF_000001515.6/), and mouse (mm9; https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.18/) sequences used in the editing constructs, including the mouse homology arm sequences, are listed in Supplementary Data 1^73^. Positive clones were karyotyped and only clones exhibiting a normal mouse karyotype were used for blastocyst injection. Resulting G0 chimeras were backcrossed to wild type C57BL/6 J (RRID: IMSR_JAX:000664) and crossed with an actin-Cre C57BL/6 J mouse line to remove the neo cassette. All mice used in our analysis were from F9 or later generations. Mice were maintained in a Yale Animal Resources Center (YARC) managed facility under a standard 12 h light/dark cycle and environmental monitoring according to YARC policies and procedures.

Genotyping primers specific to *HACNS1*, chimpanzee, and mouse orthologs are listed in Supplementary Data 10. Cloning primers listed in Supplementary Data 10 were used to amplify edited loci for cloning and Sanger sequencing for comparison to the hg19 or panTro4 sequence. Sanger sequencing data is available at http://noonan.ycga.yale.edu/noonan_public/Dutrow_HACNS1/. The sequence identity between the human (hg19, chr2:236773456-236774696) and chimpanzee alleles (panTro4, chr2B:241105291-241106530) is 98.2% (22 substitutions total, of which 15 are fixed in humans). Human-specific substitutions were defined as fixed if the derived allele frequency in dbSNP (v153) was >=0.9999 and if the ancestral sequence state was conserved between chimpanzee, rhesus macaque, orangutan, and marmoset. We provide a detailed analysis of sequence differences between the human, chimpanzee and mouse orthologs in the Supplemental Note (Supplementary Materials). *HACNS1-GBX2* locus TAD coordinates (hg19 chr2:236655261-237135261) are from H1 human ES cell Hi-C data; *HACNS1* and *GBX2* are present in the same TAD and *GBX2* is the only annotated protein-coding gene whose promoter is included in this TAD^32^.

Copy number verification qPCR was performed using genomic DNA from three F9 mice from each line using Power SYBR Green Mastermix (Thermo Fisher Scientific #4368577) and the StepOnePlus Real-Time PCR System (Applied Biosystems) with primers listed in Supplementary Data 10. All biological replicates of each genotype were run in triplicate and Ct values of each were normalized to a control region on a different chromosome (see Supplementary Data 10). Primary qPCR results are available as Source Data.

### Chromatin Immunoprecipitation, ChIP-qPCR and ChIP-seq

Tissue for chromatin preparation was collected from E11.5 forelimb and hindlimb bud pairs or pharyngeal arch tissue from *HACNS1* and chimpanzee ortholog line heterozygous crosses to obtain pooled, litter matched limb bud or pharyngeal arch samples for all three genotypes (*HACNS1* homozygous, chimpanzee ortholog line, and wild type). Two biological replicates were used per genotype per tissue, each with tissue pooled from three embryos. Pooled tissue was crosslinked and sonicated as previously described^74^. Chromatin for each genotype, tissue, and replicate was used for H3K27ac or H3K4me2 immunoprecipitation with 7.5 μg antibody and ~5 μg tissue per ChIP assay using Active Motif #39133 (RRID: AB_2561016) and Active Motif #39913 (RRID: AB_2614976) as previously described^74,75^. ChIP-qPCR was performed using Power SYBR Green Mastermix (Thermo Fisher Scientific #4368577) with primers listed in Supplementary Data 11. Samples were sequenced (2 × 100 bp) using standard Illumina protocols on an Illumina HiSeq 4000 (RRID: SCR_016386). To control for batch effects, all samples of the same tissue type were multiplexed and sequenced on a single lane.

Reference genomes edited to replace the mouse ortholog of *HACNS1* with the human or chimpanzee sequence were built using Bowtie (v2.2.8; RRID: SCR_005476)^76^. ChIP-seq raw reads were aligned to the mm9, mm9 with chimpanzee ortholog, or humanized mm9 reference genome using Bowtie with -sensitive and -no-unal settings. GC composition was assessed using fastQC and showed that GC content and bias were consistent across all experiments^77,78^. Tag directories for each experiment were generated using makeTagDirectory in HOMER with default settings and standard normalization to 10 million tags, and were used to generate bigwig files for visualization with makeUCSCfile^23^. All peaks were called with HOMER (v4.9.1 RRID: SCR_010881) using default settings for -histone (IP vs input fold change = 4, *p* = 0.0001, peak size = 500, minDist = 1000)^23^. All differential peaks were called with DESeq2 implemented in HOMER using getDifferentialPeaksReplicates.pl with default settings (fold change cutoff = 2, FDR cutoff = 5%); briefly, reads from each comparison are pooled, with ChIP and inputs pooled separately, such that new peaks are called and used for quantitative comparison between genotypes^23,24^. The complete datasets of all peaks tested in differential analyses can be found at http://noonan.ycga.yale.edu/noonan_public/Dutrow_HACNS1/.

### RNA extraction and RT-qPCR

E11-E12 embryos were collected from six *HACNS1* homozygous, chimpanzee ortholog line, or wild type litters generated by crossing homozygous animals for each line. All embryos within each genotype group were ordered based on stage (>70 total embryos) and were divided into six timepoint groups per genotype consisting of forelimb or hindlimb buds from 4-6 pooled embryos per time point per genotype per tissue. RNA was purified using the Qiagen miRNeasy Kit (#74106). Invitrogen Superscript III Reverse Transcription Kit (#18080-051) was used to prepare cDNA from each sample. qPCR with the resulting cDNA was performed using Power SYBR Green Mastermix (Thermo Fisher Scientific #4368577). All samples were analyzed in triplicate using primers listed in Supplementary Data 12 and Ct values of *Gbx2* were normalized to *Hprt1*. Primary RT-qPCR results are available as Source Data.

### Whole mount in situ hybridization

E11-E12 mouse embryos were collected from *HACNS1* homozygous (*n* = 7 litters), chimpanzee ortholog line (*n* = 8 litters), and wild type (*n* = 12 litters) homozygous crosses. Embryos were fixed and hybridized with the same preparation of antisense *Gbx2* mRNA probe under identical conditions as previously described^78,79^. The *Gbx2* probe used for hybridization contains the full mouse consensus CDS sequence (CCDS15150.1); NCBI CCDS Release 23; https://www.ncbi.nlm.nih.gov/projects/CCDS/CcdsBrowse.cgi?REQUEST=ALLFIELDS&DATA=CCDS15150.1&ORGANISM=10090&BUILDS=CURRENTBUILDS (NCBI CCDS Release 23 CCDS15150.1). The 178 embryos (55 from the *HACNS1* knock-in line, 52 from the chimpanzee ortholog line, and 71 from wild type) were divided into temporally-ordered sextiles within the E11-E12 window (~40–48 somites, although we did not rely on somite counts for staging) based on measurement of crown-rump length for each individual embryo^35^. For the data shown in Fig. 3B, embryos were assessed for staining pattern by three individuals blinded to genotype under a stereo microscope (Leica S6D). For the data shown in Supplementary Fig. 3A, B embryos were annotated by a single scorer blinded to genotype. The scoring scheme was based on previous studies, notably to assess whole-mount gene expression patterns as described in the VISTA Enhancer Browser (http://enhancer.lbl.gov/)^10,34,36^. Embryos were assigned to one of eleven categories of *Gbx2* expression pattern based on the anterior-posterior and proximal-distal localization of staining as well the intensity (strong versus weak) of staining: 1: anterior and posterior (AP); 2: anterior distal and posterior distal (APD); 3: distal (D); 4: anterior distal (AD); 5: anterior (A); 6: weak anterior and posterior (APL); 7: weak anterior (AL); 8: weak distal (DL); 9: weak anterior and posterior distal (APDL); 10: weak anterior distal (ADL); 11: no staining (N). Categories were merged for clarity in Fig. 3B in the following manner: categories 1–3: anterior and posterior; categories 4–5: anterior only; categories 6–10: weak staining. See Fig. 3B for representative images of staining patterns illustrating the scoring scheme used for qualitative assessment of expression. Representative images were taken using a Zeiss Stemi 2000-C stereomicroscope fitted with an AxioCam MRc5 digital camera and Zeiss AxioVision software. Images and associated annotations are available as Source Data.

### Single-cell RNA-sequencing

#### Sample preparation

Tissue for scRNA-seq was collected at E11.5 from two human ortholog line homozygous litters, two chimpanzee ortholog line homozygous litters, and two wild type litters. Embryos were staged as previously described in order to obtain samples from stage-matched T3 embryos from each genotype. Left hindlimb buds from three embryos per genotype per replicate were pooled. Following dissection, the tissue was immediately placed in CMFSG saline–glucose solution (1x Calcium–magnesium-free phosphate buffered saline from Thermo Fisher Scientific #21-040-CV with 0.1% glucose from Corning 45% Glucose #45001-116) on ice. Gibco TrypLE Express digestion solution was used for cellular dissociation (Thermo Fisher Scientific # 2605010). The dissociation reaction was stopped using 1xDMEM (ATCC 30–2002) with 10% heat-inactivated Fetal Bovine Serum (Sigma-Aldrich #F4135). The dissociated cells were filtered through a 40 μM strainer and harvested by centrifugation at 4 °C. Cells were washed and resuspended in 1x Calcium–magnesium-free phosphate buffered saline (Thermo Fisher Scientific #21-040-CV) with 0.04% BSA (Sigma-Aldrich #SRE0036). Cell number and viability were estimated on a Countess II Automated Cell Counter prior to library preparation of 10,000 cells (estimated cell recovery from 16,000 input cells) per sample using Chromium Single Cell 3ʹ GEM, Library & Gel Bead Kit v3 (10X Genomics PN-1000075). Libraries were sequenced (2 × 75 bp) on an Illumina HiSeq 4000 (RRID: SCR_016386). To control for batch effects, all samples were multiplexed across all lanes. Count matrices were produced from raw sequencing data using the Cell Ranger v3.0.2 package from 10X Genomics (RRID: SCR_017344).

#### Data filtering and preprocessing

Matrices from the 10x Cell Ranger platform were filtered and preprocessed using Seurat v3.0.1 (RRID: SCR_016341)^38^. Prior to the generation of Seurat objects, *Xist* gene counts were eliminated in order to avoid clustering by sex within mixed sample populations. Genes expressed in fewer than 5 cells per sample were removed. Cells with greater than 7.5% or 2% counts from mitochondrial genes or hemoglobin genes, respectively, were removed. Cells with total gene count (nGene) z-scores less than -1 (corresponding to ~700 or fewer detected genes) or greater than 4 (corresponding to ~6000 or greater detected genes) were removed, as were cells with total UMI count (nUMI) z-scores greater than 7 (corresponding to ~50,000 or greater detected UMIs; see Supplementary Fig. 5). One chimpanzee ortholog line replicate was removed during pre-processing due to high overall mitochondrial gene expression, indicative of low viability. Prior to data integration, expression values from each sample were normalized based on library size for pre-processing purposes only using the Seurat tool NormalizeData^38^. Louvain clustering as implemented in Seurat was performed for pre-processing purposes only using FindVariableFeatures, ScaleData, RunPCA, FindNeighbors, and FindClusters in order to remove endothelial cell clusters (*Cd34*-positive and *Pf4*-positive), clusters characterized by aberrant mitochondrial gene expression (low *mt-Co1*), and transcriptionally distinct clusters containing fewer than 30 cells per sample^38,42^. The numbers of cells remaining after pre-processing for each sample are listed in Supplementary Data 13.

#### Data normalization and integration

All subsequent normalization and integration steps after pre-processing were performed with raw counts for all cells retained after pre-processing (see Supplementary Data 13). Cell cycle scores were computed using CellCycleScoring in Seurat to regress out the difference between G2M and S phases, effectively preserving differences between cycling and non-cycling cells while reducing differences related to cell cycle amongst proliferating cells^38^. In addition to cell cycle scores, percent mitochondrial gene expression and nUMI values were regressed using SCTransform (SCT) in order to reduce the effects of sequencing depth and minor differences in mitochondrial DNA expression related to viability^38,80^. All SCT normalized datasets containing all genes from individual samples were integrated using SelectIntegrationFeatures, PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData^38,80^.

Following integration, the combined dataset was randomly down-sampled to contain a maximum of 10,000 cells per genotype prior to embedding and clustering using SubsetData in Seurat^38^. PCA, UMAP, and Louvain clustering were implemented in Seurat using RunPCA, RunUMAP, FindNeighbors, and FindClusters^38,41^. Percentages of cells belonging to each Louvain cluster are shown in Supplementary Data 13. Normalized data from all samples combined were used for imputation using ALRA with default settings for the purposes of data visualization as shown in Fig. 4A–D, Supplementary Fig. 4A, B, and Fig. 5C, D^81^. Marker gene expression was compared between ALRA-imputed and unimputed data to establish that imputation did not substantially distort marker gene expression patterns in our dataset (Supplementary Fig. 4, Supplementary Data 13). Data normalization and integration, UMAP embedding, and Louvain clustering were performed prior to imputation. The threshold for identifying *Gbx2*-positive cells was set as an imputed *Gbx2* expression value greater than 0.1. This threshold was also used for identifying percentages of marker gene-positive cells in unimputed and imputed data as shown in Supplementary Data 13. All gene expression scaling and centering for visualization purposes was performed on normalized imputed or unimputed data using the Seurat ScaleData function with default parameters (scale.max = 10)^38^.

#### MELD, MAGIC, kNN-DREMI analyses

Cells belonging to mesenchymal cell clusters (clusters 1–4, see Fig. 4A, C) from all genotypes were used for MELD, MAGIC, kNN-DREMI, and Gene Set Enrichment Analysis (GSEA). Scaled data matrices from the Seurat object integrated assay were loaded using scprep for MELD, MAGIC, and kNN-DREMI (https://github.com/krishnaswamylab/scprep). MELD and MAGIC both denoise scRNA-seq data using graphs to model cellular state space. The same graph signal was used for both MELD and MAGIC as calculated by graphtools (1.5.2) with n_pca = 20, decay = 40, and knn = 10. MELD was run on one-hot vectors for each genotype independently using default parameters^55^. MAGIC was performed using the same graph signal as MELD^54^. We used the kNN-DREMI implementation provided in scprep and kNN-DREMI was run on MAGIC-imputed data^53^. kNN-DREMI analysis was used in order to identify genes with expression levels associated with either *Gbx2* expression in humanized hindlimb or cells with increased humanized RL as calculated using MELD. MAGIC was employed only for the purpose of generating denoised gene expression values for kNN-DREMI analysis of gene-gene relationships but was not used for data visualization, clustering, or sample-associated density estimation using MELD.

#### Gene set enrichment analysis

GSEA was performed using topGO v.2.34.0 (RRID: SCR_014798) on all expressed genes that were ranked by *Gbx2-*DREMI or humanized RL-DREMI score from the aforementioned humanized mesenchymal cell kNN-DREMI analysis^82^. Significant nodes were identified using a Kolmogorov–Smirnov test and the algorithm = “elim” argument. Ontologies listed in Supplementary Data 5 and 6 are the top 30 nodes with fewer than 100 annotated genes (to remove non-specific categories) and at least one gene in the top 20% of DREMI scores. Heatmap hierarchical clustering was performed using pheatmap v1.0.12 (RRID: SCR_016418)^83^.

### Skeletal staining

E18.5 skeletons from two litters from each of *HACNS1* homozygous, chimpanzee ortholog line, and wild type homozygous crosses (*n* = 48 embryos) were stained with Alcian Blue and Alizarin Red as previously described^71^. Skeletons were imaged under a stereo microscope (Leica S6D) and measured by a single scorer blinded to genotype using ImageJ 2.0.0. Bone and cartilage lengths of the forelimb and hindlimb pelvic girdle, stylopod, zeugopod, and autopod were measured blinded to genotype using ImageJ 2.0.0. Forelimb measurements include metacarpals 1–5 (cartilage), proximal phalanges 1–5 (cartilage), intermediate phalanges 2–5 (cartilage), distal phalanges 1–5 (cartilage), scapula (bone and cartilage), humerus (bone and cartilage), radius (bone and cartilage), and ulna (bone and cartilage). Hindlimb measurements include metatarsals 1–5 (cartilage), proximal phalanges 1–5 (cartilage), intermediate phalanges 2–5 (cartilage), distal phalanges 1–5 (cartilage), tibia (bone and cartilage), femur (bone and cartilage), pelvis (cartilage), ilium (bone), ischium (bone), pubis (bone), fibula (bone), calcaneum (cartilage), and talus (cartilage). Digit length was calculated as the sum of all metacarpal/metatarsal and phalanx segments. Raw measurements and digit length were normalized to the length of ossified humerus or femur for forelimb or hindlimb digits, respectively. Phalange to metacarpal ratio was calculated as the ratio of the sum of the phalange lengths of each digit to the corresponding metacarpal/metatarsal segment. Interdigital ratios were calculated using raw digit lengths. Raw measurements and images are available as Source Data.

### ANOVA analysis for gene expression and morphometry

ANOVA analysis was performed with the lme4 package in R (RRID: SCR_015654) using default parameters to dissect the effects of genotype on limb segment length (morphometric data)^84^. We calculated the effects of genotype, litter, sex, forelimb versus hindlimb, digit number, and right versus left (RL) on normalized digit length, phalange to metacarpal ratio and interdigital ratio (Length Ratio ~ Genotype * (1 | Genotype/Litter) * Sex * Limb * Digit * (1 | RL) * (1 | Litter/Embryo) * (1 | Sex/Embryo) * (1 | *Genotype/Embryo))*. Correction for multiple comparisons was performed using the Benjamini & Hochberg method^85^.

### Statistics and reproducibility

All ChIP-seq findings were validated using ChIP-qPCR of both the sequenced samples as well as additional biological replicates. Specificity of H3K27ac and H3K4me2 antibodies was validated by the authors using dot blot analysis. Additional validation measures including dot blot analysis and ChIP-qPCR were performed by Active Motif (https://www.activemotif.com/documents/tds/39133.pdf and https://www.activemotif.com/documents/tds/39913.pdf). RT-qPCR results shown in Supplementary Fig. 3C were validated with additional biological and technical replicates. All attempts at replication were successful. No statistical methods were used to predetermine sample size for ChIP-seq and RT-qPCR analyses and no data were excluded from these analyses. All samples prepared for ChIP-seq, RT-qPCR, ISH, scRNA-seq, or morphometric analysis as shown in the final figures were treated identically and processed in parallel. No statistical methods were used to predetermine optimal sample sizes for morphometric and ISH analyses. Instead, morphometric studies and ISH analyses were done using large sample sizes: limb samples from 48 embryos for morphometry and over 100 embryos obtained from multiple litters for each genotype for ISH analyses. For ISH and morphometric analyses, no data were excluded from the analyses; missing data values indicate samples that could not be evaluated/measured due to damage to the specimen. One scRNA-seq replicate from the chimpanzee ortholog line was excluded based on high overall mitochondrial gene expression, indicative of low sample quality based on preestablished filtering metrics. Qualitative analysis of ISH results were performed using a blinded approach by randomizing embryo identification numbers prior to annotation as described in in the Methods. Morphometric data was collected blinded to genotype by randomizing sample identification numbers. ChIP-seq, RT-qPCR, and scRNA-seq were performed without group allocation blinding as all biological and technical replicates were processed identically and in parallel and no qualitative analyses were required for these experiments. We did not consider the sex of embryonic samples as a variable in our studies.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-13

Reporting Summary

## Data Availability

The Gene Expression Omnibus accession number for the data reported in this paper is “GSE141471”. The SRA accession number for the raw ChIP-seq and scRNA-seq data is “SRP234725” and the BioProject accession number is “PRJNA593575”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Modeling uniquely human gene regulatory function via targeted humanization of the mouse genome
**Source:** Nat Commun. 2022 Jan 13;13:304. doi: 10.1038/s41467-021-27899-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1

Description: Genomic Sequence Coordinates of Editing Construct Template DNA

Title: Supplementary Data 2

Description: Predicted Transcription Factor Binding Site Changes in HACNS1

Title: Supplementary Data 3

Description: ChIP-seq Significant Differential Peaks

Title: Supplementary Data 4

Description: scRNA-seq Gbx2 Expression Summary

Title: Supplementary Data 5

Description: Gbx2 kNN-DREMI GSEA Results

Title: Supplementary Data 6

Description: HACNS1 Relative Likelihood kNN-DREMI GSEA Results

Title: Supplementary Data 7

Description: Normalized Digit Length ANOVA

Title: Supplementary Data 8

Description: Phalange to Metacarpal/Metatarsal Ratio ANOVA

Title: Supplementary Data 9

Description: Interdigital Ratio ANOVA

Title: Supplementary Data 10

Description: Oligonucleotides for Genotyping, Cloning, and Copy Number Analysis

Title: Supplementary Data 11

Description: Oligonucleotides Used for ChIP-qPCR

Title: Supplementary Data 12

Description: Oligonucleotides Used for RT-qPCR

Title: Supplementary Data 13

Description: scRNA-seq Sample Summary

# Supplementary material for: Modeling uniquely human gene regulatory function via targeted humanization of the mouse genome
**Source:** Nat Commun. 2022 Jan 13;13:304. doi: 10.1038/s41467-021-27899-w
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☒	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☒ A description of all covariates tested
☒	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	ImageJ 2.0.0; AxioVision software (Zeiss)
Data analysis	fastQC v0.11.5; Bowtie2 v2.2.8; HOMER v4.9.1; topGO v2.34.0; Cell Ranger v3.0.2; Seurat v3.0.1; scprep v0.10.0; MELD v0.2.3; MAGIC v1.5.0; graphtools 1.5.2; R Stats v3.5.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The Gene Expression Omnibus accession number for the ChIP-seq bigwig files, ChIP-seq peak files, and scRNA-seq count matrices is GSE141471 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141471>). The SRA accession number for the raw ChIP-seq and scRNA-seq data is SRP234725 (BioProject PRJNA593575). ChIP-seq data is associated with Fig. 2, S2. scRNA-seq data is associated with Fig. 4, 5, S4, S5. NCBI assembly and annotation data used in this paper are available at https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.18/ (MGSCv37/mm9), https://www.ncbi.nlm.nih.gov/assembly/GCF_000001405.13/ (GRCh37/hg19), https://www.ncbi.nlm.nih.gov/assembly/GCF_000001515.6/ (Pan_troglodytes-2.1.4/panTro4), and <https://www.ncbi.nlm.nih.gov/projects/CCDS/CcdsBrowse.cgi?REQUEST=ALLFIELDS&DATA=CCDS15150.1&ORGANISM=10090&BUILDS=CURRENTBUILDS> (NCBI CCDS Release 23 CCDS15150.1). In situ hybridization raw image files and associated data (Fig. 3, S3), and skeletal staining images and data (Fig. S6) have been provided in a Source Data file. Additional raw

data including ChIP differential peak analysis data (Fig. 2, S2) and Sanger sequencing data (Fig. S1) can be found at <http://noonan.ycga.yale.edu/>. The Vista Enhancer Browser is publicly available at <http://enhancer.lbl.gov/>. Access to all additional data needed to evaluate the conclusions in the paper is provided in the manuscript and the Supplementary Materials.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample size for ChIP-seq, scRNA-seq, or RT-qPCR analyses. In order to minimize noise and provide consistent results with fewer samples, all biological replicates for scRNA-seq and ChIP-seq experiments were derived from pooled tissue from three embryos each (requiring litter-matching with wild type embryos for ChIP-seq). Similarly, the RT-qPCR experiment involved pooling tissue (4-6 embryos per genotype per tissue per time point) in order to minimize noise and provide more consistent results with fewer samples. This strategy enabled the simultaneous processing of over 70 embryos from 6 litters. Morphometric studies and ISH analyses were done using large sample sizes: limb samples from 48 embryos for morphometry and over 100 embryos obtained from multiple litters for each genotype for ISH analyses. ChIP-seq findings were supported by orthogonal methods as described below.
Data exclusions	One scRNA-seq replicate from the chimpanzee ortholog line was excluded based on high overall mitochondrial gene expression indicative of low viability based on pre-established filtering metrics. For ISH and morphometric analyses, no data were excluded from the analyses; missing data values indicate samples that could not be evaluated/measured due to damage to tissue.
Replication	In order to ensure reproducibility of the experimental findings, all experiments were performed in parallel and with identical treatment of biological samples. All ChIP-seq findings were validated using qPCR of both the sequenced samples as well as additional biological replicates. RT-qPCR results shown in Fig. S3 were validated with additional biological and technical replicates. All samples prepared for ChIP-seq, RT-qPCR, ISH, and scRNA-seq data as shown in the final figures were treated identically and in parallel. All attempts at replication were successful.
Randomization	The biological replicates for the ChIP and scRNA experiments all required pooling of tissue from multiple embryos. In order to assign tissues to biological replicates, all samples from individual embryos were randomly assigned identification numbers that allowed for random allocation into pooling groups.
Blinding	Qualitative analysis of ISH results were performed using a blinded approach by randomizing embryo identification numbers prior to annotation. Morphometric data was collected blinded to genotype using randomized identification numbers. ChIP-seq, RT-qPCR, and scRNA-seq were performed without group allocation blinding as all biological and technical replicates were processed identically and in parallel and no qualitative analyses were required for these experiments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	H3K27ac and H3K4me2 immunoprecipitation were performed with 7.5 µg antibody and approximately 5µg tissue per ChIP assay using Active Motif #39133 (RRID: AB_2561016) and Active Motif #39913 (RRID: AB_2614976).
Validation	Specificity of H3K27ac and H3K4me2 antibodies was validated by the authors using dot blot analysis. Additional validation measures including dot blot analysis and ChIP-qPCR were performed by Active Motif (https://www.activemotif.com/documents/tds/39133.pdf ; https://www.activemotif.com/documents/tds/39913.pdf)

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	C57BL/6J-Aw-J/J mouse ES cells were used for mouse line generation at the Yale Genome Editing Center.
Authentication	Positive clones were karyotyped and only clones of verified karyotype were microinjected. Cells produced agouti coat color in the resulting founders as expected.
Mycoplasma contamination	Cells were confirmed free of mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	NA

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	All animal work was performed in accordance with approved Yale IACUC protocols (#2019-11167 and #2020-07271). Mice were maintained in a Yale Animal Resources Center (YARC) managed facility under a standard 12h light/dark cycle and environmental monitoring according to YARC policies and procedures. C57BL/6J mice were obtained from Jackson Laboratory (Stock No. 000664) for generation of edited lines and subsequent backcrossing. Pooled tissue from both male and female embryos was used in experiments. Males and females for timed matings and line propagation ranged in age from 2 months to 2 years.
Wild animals	No wild animals were used in this study.
Field-collected samples	No field collected samples were used in this study.
Ethics oversight	All animal work was performed in accordance with approved Yale IACUC protocols.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	GEO accession number: GSE141471; SRA accession number: SRP234725 (BioProject PRJNA593575). We released these data with our preprint so they are public.
Files in database submission	GEO submission contains bigwig files and peak files; SRA contains raw ChIP-seq and scRNA-seq data; ChIP differential peak analysis data can be found at http://noonan.ycga.yale.edu/noonan_public/Dutrow_HACNS1/ChIP_Differential_Analysis/
Genome browser session<br>(e.g. UCSC)	N/A

Methodology

Replicates	Two biological replicates for each tissue and genotype for the humanized and chimpanzee ortholog line samples were used for sequencing. Four biological replicates were used from wild type in order to match litters for each humanized to wild type and chimpanzee ortholog line to wild type comparison. Each biological replicate contains tissue pooled from 3 embryos each. Differential peak analysis was performed using both biological replicates of each sample as implemented using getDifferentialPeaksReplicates.pl (HOMER v4.9.1). Results were validated using ChIP-qPCR for all biological replicates with three technical replicates.
Sequencing depth	Paired end reads (2x100bp) were generated for each sample. Samples were split across lanes by antibody only (H3K27ac, H3K4me2, and input) to avoid batch effects. We aimed for 40M read pairs per sample. Processed read statistics are available in individual peak file headers for each sample available at GEO accession GSE141471. Raw read counts are available at the linked SRA accession SRP234725.
Antibodies	H3K27ac and H3K4me2 immunoprecipitation were performed with 7.5 µg antibody and approximately 5µg tissue per ChIP assay using Active Motif #39133 (RRID: AB_2561016) and Active Motif #39913 (RRID: AB_2614976).
Peak calling parameters	Reads were aligned using bowtie2 (v2.2.8) with --sensitive and --no-unal and index files from mm9 or a custom mm9 index that includes the edited HACNS1 locus sequence (human or chimpanzee ortholog). Peaks were called using HOMER v.4.9.1 with findPeaks and the parameter -style histone. Replicating differential peaks were identified using HOMER v.4.9.1 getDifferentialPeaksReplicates.pl with parameters -DESeq2 -style histone.
Data quality	fastQC v0.11.5 was used to assess sequence quality. The average fraction of reads in peaks for H3K27ac and H3K4me2 samples were 0.35 and 0.61, respectively. Additional data quality metrics are available in individual peak file headers for each sample available at GEO accession GSE141471.

bowtie2 v2.2.8; HOMER v.4.9.1; fastQC v0.11.5

How the deposited data were processed for this re-analysis (not part of the article)

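The input was the authors' deposited processed data: HOMER peak tables of the H3K27ac and H3K4me2 libraries and 10x count matrices of 5 single-cell libraries. The 53 samples comprise 48 of ChIP, among them inputs without a table of their own, and those 5. Mouse genes came from the NCBIM37 annotation for the ChIP regions. No reads were realigned. By the authors' account and the file headers, reads were aligned with Bowtie2 and peaks called by HOMER in each library against its matched input, at 4-fold and a p-value of 1e-04. As deposited, the signal of a peak is its tags scaled by HOMER to a library of 10M tags, or to the total of its input. The authors' tables also hold tags in the peak, a form of expected counts in steps of 0.5, a mate of a read pair being 0.5 tag. The fold over input is, per the file headers, the ratio of tags at equal totals, and the p-value is HOMER's Poisson value over input. The UMI counts were made by the authors with Cell Ranger.

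For ChIP, peaks of the 4 libraries of a mark, tissue and line were merged into regions after positions on chromosome 1 had been put on the mm9 scale. Regions with a called peak in all 4 libraries were tested with limma with a trend, on log2 tags per 10M divided by the TMM factor, with 0.5 added. limma became the main test before any test was run, because the tables give scaled tags and not counts, and edgeR with quasi-likelihood and DESeq2 were run on tags recovered from library totals. Benjamini-Hochberg adjustment was over all regions of a comparison, with a threshold of 0.05, and a 2-fold limit was an alternative. Differences between lines and between tissues were tested as interactions over 8 libraries, and those at the edited locus and the Gbx2 promoter were adjusted over 9 tests. Wild type pools of the HACNS1 litters were compared with those of the chimpanzee ortholog litters as a check, since no edit differs between them.

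For single cells, barcodes were kept by the published limits. Scrublet, run in each library with an expected share of 8%, set its limits so high that it called 1, 0, 2, 0 and 0 doublets, so an alternative without the 8% of cells with the highest scores was added. Variable genes were chosen by dispersion averaged over libraries, leaving out haemoglobin, mitochondrial, sex-linked and cell cycle genes and Gbx2, and 221 genes were left out for the cell cycle at a correlation above 0.2. Clusters came from 30 principal components, 20 neighbours and the Leiden method at resolution 0.3, with 0.15 and 0.6 as alternatives, and with library centring left out as another. A cluster was named by markers at 3 times their mean over clusters, and mesenchyme by markers at 1.5 times the median of the other named cell types. This naming rule was revised after the marker tables had been seen. UMIs were summed per library for edgeR, with low-count genes removed by its filter. Gbx2-positive cells were matched to negative cells of the same library by depth, and summed by library and class, with library as a block. ALRA calls left fewer negative than positive cells in HACNS1 replicate 2, so there all negative cells were taken without matching. ALRA ran on the limb cells of all libraries together, at a limit of 0.1.

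Gene lists were written down before the data were examined, together with the marker genes, the comparisons, the thresholds and the first set of alternatives. Lists were tested with camera at its preset correlation, with camera at a correlation estimated from the residuals, and with fry. Of the lists, camera at the preset called 6 between HACNS1 and wild type, 8 between HACNS1 and the chimpanzee ortholog, 7 between the chimpanzee ortholog and wild type, and 4 between Gbx2-positive and Gbx2-negative cells. With an estimated correlation, and with fry, it was 0 in each. The single chimpanzee ortholog library has no replicate, so its variance was taken from the other genotypes.

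Outliers were sought with Dixon's Q in groups of 4 like libraries. Power was measured on counts simulated from the mean levels, totals and dispersions of the real libraries, with known fold changes. Each gene or region was drawn independently, so shifts shared by many genes of a library were absent. Real power can therefore be lower. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and leidenalg 0.10.2, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The authors' versions were Bowtie2 2.2.8, HOMER 4.9.1 and Cell Ranger 3.0.2.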

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

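The span on chromosome 5 and the Pf4-high cells were examined only after the wild type calls and the clusters were seen, and the other results come from rules set before.

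In wild type arch H3K27ac libraries, the replicate with the most tags held 46418953.5, against 38375628.5, 38209898.5 and 37374070 in the others, a Dixon Q of 0.889. Over the Gbx2 promoter, the same 4 libraries held 40.4, 184.5, 190.5 and 180.2 tags per 10M in the overlapping peak, and the low value gave a Q of 0.931. Summed over the merged region, the Q was 0.767, which does not pass. Of 22 groups tested, 2 passed, where chance alone passes about 1 in 20. The low library is a wild type pool of the HACNS1 litters, so it raises the arch effect of HACNS1 at this promoter.

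At the Gbx2 promoter in limb bud, the H3K27ac effect of HACNS1 exceeded that of the chimpanzee ortholog by a log2 value of 2.71. DESeq2 gave 2.81 and the comparison per kb of peak 0.79. On chromosome 13, a region from 60089140 to 60099243 differed in H3K27ac effect of the chimpanzee ortholog between limb bud and arch by a log2 value of -3.19 (standard error 0.28, adjusted p = 0.0422 from limma). Its limb bud tags were 229.6 and 277.1 in wild type and 210.5 and 248.8 in edited pools, and its arch tags 7.59 and 5.49 in wild type and 57.5 and 45.5 in edited pools. Limb buds carry far more of this mark there, and the nearest start, that of Zcchc6, lies 164632 bp away. That comparison called 0 regions with a replicate block in each tissue, per kb of peak, or with uncalled libraries at the caller's minimum, so the call is not stable.

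Between the wild type litter sets, 12 limb bud H3K4me2 regions passed limma, although neither set carries an edit. Of these, 10 lie on chromosome 5 from 111307953 to 111853290, a span of 545338 bp that holds Pitpnb, a lipid transfer gene, and touches Mn1.

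Gbx2-positive HACNS1 mesenchymal cells had less Igfbp5 RNA, a growth factor binding protein gene, at a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.00766 from edgeR), and less Cxcl14, a chemokine gene, at -0.66 (standard error 0.15, adjusted p = 0.0467). DESeq2 called neither, and neither stayed called with cells matched within clusters, with another random match or without the Sox9-high cluster.

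In the Pf4-high cells, 37.5% of cells of HACNS1 replicate 1 had a Gbx2 UMI (3 of 8, median depth 31533 UMIs), and 10.7% of wild type replicate 2 (8 of 75, median depth 11409). Myeloid cells of the same libraries had 0 of 113, which allows up to 2.65%, and 0 of 253, which allows up to 1.19%, at median depths of 12686 and 5019 UMIs. In the other libraries, 0 of 15 Pf4-high cells of HACNS1 replicate 2 had one, which allows up to 20.0%, as did 2 of 24 of the chimpanzee ortholog and 2 of 24 of wild type replicate 1. The HACNS1 excess thus comes from 8 cells of 1 library, which leave its share between 8.52% and 75.5%.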

How the results depend on the processing

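The alternatives with edgeR on recovered tags, with a replicate block in the differences between tissues and lines, without the cells of highest doublet score, and without the Sox9-high cluster were chosen only after the data had been seen, as was every alternative for the wild type litter sets. Of the results a passage states, 371 alternatives were classed as the same and 100 as moved, and 22 made a test pass that had not. Among other results 33 were the same, 6 weaker, 2 stronger and 1 reversed. For the results a passage states, a count of regions, genes or lists was classed as moved when it changed by more than 1.5 times. A share of cells was classed as moved when it left the error range of the main setting, which can be a small change. The class of the same includes tests that passed in neither setting, whatever the sign of their estimates.

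For H3K27ac, counts of 0 became with DESeq2 6 regions in limb bud with HACNS1, 11 with the chimpanzee ortholog, and in arch 4 and 10, while peaks at 8-fold over input gave 1 and 1 in arch. Leaving out a library gave at most 4 regions in limb bud with the chimpanzee ortholog, and 0 to 1 in arch. For H3K4me2 in limb bud with HACNS1, DESeq2 called 32 regions, tags without TMM 87, tags per kb 1 and the replicate block 1. With the chimpanzee ortholog the counts were 25, 95, 1 and 2, and 7 with 8-fold peaks. In arch with the chimpanzee ortholog DESeq2 called 43, tags without TMM 7 and 8-fold peaks 10. Leaving out a library gave 0 to 558 in limb bud with HACNS1, the highest without edited replicate 1, and 0 to 23 with the chimpanzee ortholog. In arch it gave 0 to 8 with HACNS1 and 1 to 19 with the chimpanzee ortholog. Between the wild type litter sets, where 0, 0, 12 and 0 regions passed, DESeq2 called 43 and 271 for H3K27ac in limb bud and arch, and 382 and 820 for H3K4me2. Those sets come from different litters, so these calls can be real differences between litters.

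The Gbx2 promoter H3K27ac change in HACNS1 limb bud, 1.97, passed with DESeq2 at 2.04. The edited locus H3K4me2 change in HACNS1 limb bud, 2.16, passed with DESeq2 at 2.17, without TMM at 2.11, per kb at 1.22 and with the replicate block at 2.16, and ranged from 2.05 to 2.27 with a library left out. The difference between tissues in the promoter effect of HACNS1, 1.00, kept its size with the replicate block, where its standard error went from 1.02 to 0.40, and passed in neither. With the chimpanzee ortholog, the edited locus H3K4me2 change of 1.99 passed with DESeq2 at 2.03, without TMM at 1.93 and with the replicate block at 1.99, and ranged from 1.70 to 2.28 with a library left out.

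In mesenchyme, HACNS1 against wild type gave 1 gene. It gave 3 with DESeq2, 85 without the low-count filter, 0 with all cells, 0 without the Sox9-high cluster, 0 with only HACNS1 and wild type libraries, and 290 with the replicate block. Leaving out a library gave 9 to 160 genes. The replicate block pairs libraries by replicate number, with a correlation of 0.337 between pairs, and numbers need not pair litters. The Gbx2 change, 1.95, passed with DESeq2 at 1.96, without the filter at 1.94 and with the block at 2.00, and ranged from 1.40 to 2.88 with a library left out. Against the chimpanzee ortholog, 0 genes became 1 with DESeq2, 43 without the filter, and 12 to 52 with a library left out. There Gbx2, at 1.78, passed without the filter at 1.77, and ranged from 1.35 to 2.12 with a library left out. The chimpanzee ortholog against wild type gave 2 with DESeq2, 22 without the filter, and 19 to 34 with a library left out.

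The Gbx2-positive share of limb cells moved with the call. In HACNS1 replicate 1, 3.53% became 0.36% at 2 UMIs, 21.9% with ALRA and 1.11% with thinned cells. In replicate 2, 3.39% became 0.169%, 52.0% and 2.09%. The chimpanzee ortholog's 0.541% became 0% at 2 UMIs, which allows up to 0.0318%, and 7.50% with ALRA. In wild type, 0.329% and 0.607% became 0.0286% and 0.0077% at 2 UMIs, and 1.52% and 4.35% with ALRA. By group, distal HACNS1 cells went from 2.94% to 1.09% when thinned and 15.6% with ALRA in replicate 1, and from 2.10% to 51.7% with ALRA in replicate 2. Intermediate cells went from 5.21% to 1.16% and 32.4% in replicate 1, and from 4.88% to 2.57% and 63.7% in replicate 2. Proximal cells of replicate 2 went from 3.64% to 12.3% with ALRA. Both HACNS1 libraries stayed above all others in limb cells, and among thinned distal cells. Among thinned intermediate cells, wild type replicate 2 stood at 1.32%, above HACNS1 replicate 1. Among thinned proximal cells, wild type replicate 2 stood at 0.676% and HACNS1 replicate 1 at 0.513%, with 1 positive cell in each.

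Without library centring, mesenchymal cells were 91.6% in HACNS1, 90.8% in the chimpanzee ortholog and 92.7% in wild type, against 89.0%, 89.9% and 90.9%, and myogenic cells 4.45%, 6.86% and 4.26%, against 6.99%, 7.79% and 6.07%. Without the cells of highest doublet score, mesenchymal cells were 90.6% in the chimpanzee ortholog, and myogenic cells 5.96% in wild type.

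Between Gbx2-positive and matched negative cells 3 genes passed. Unmatched cells gave 124, cells matched within clusters 1, ALRA calls 636, another random match 1, DESeq2 0, no low-count filter 0, no library block 0, no cells of high doublet score 0 and no Sox9-high cluster 1. Of the 3 genes, the cluster match and the set without the Sox9-high cluster kept 0, and the other random match kept 1, Shox2. Unmatched cells and ALRA calls, neither matched for depth in both libraries, also called all 3. Shox2, at -0.32, was 0.0093 in cells with at least 2 UMIs, but 14 and 10 positive cells are too few to judge its fall. Camera called 11 lists between ALRA calls, and with an estimated correlation or fry 0 lists were called in every comparison.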

Differences from the paper's values

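The fits with uncalled libraries at the caller's minimum, and edgeR on recovered tags, were added after the files had been examined.

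The log2 fold changes found here are larger than the paper's at every site it names. At the edited locus in limb bud, H3K27ac with HACNS1 gave 3.07 with wild type at the caller's minimum, which is 0.924 on a log10 scale, against the paper's 1.031. H3K4me2 there gave 2.16 (log10 scale 0.651) against the paper's 0.935 for HACNS1, and 1.99 (log10 scale 0.599) against the paper's 0.637 for the chimpanzee ortholog. In the arch, H3K4me2 gave 2.76 (log10 scale 0.831) against the paper's 0.353 for HACNS1, and 2.38 (log10 scale 0.718) against the paper's 0.526 for the chimpanzee ortholog, both with uncalled wild type pools at the caller's minimum, which can make these folds too large. At the Gbx2 promoter in limb bud, H3K27ac gave 1.97 (log10 scale 0.594) against the paper's 0.664. Of the 6 values, 4 lie within the standard error of the paper's when set on a log10 scale, and the paper asks for a 2-fold change while listing values under 1. If the paper's values are read as log2, then among the alternatives set before the data tags per kb alone reaches its value at the Gbx2 promoter, with 0.487. If they are read as log10, the main test already reaches it there, and tags per kb does not. Read as log2, at the edited locus for H3K4me2 in limb bud, none does, whether DESeq2, no TMM, tags per kb (1.22 for HACNS1 and 0.375 for the chimpanzee ortholog), chromosome 1 positions shifted back, the replicate block, the 2-fold limit or a library left out.

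The paper finds 2 H3K27ac regions with HACNS1 in limb bud and 1 H3K4me2 region in each of 4 comparisons, limb bud and arch with HACNS1 and with the chimpanzee ortholog. Here, limma calls 0 of these regions over the whole genome in each of the 5 comparisons, as does edgeR, with 355, 808, 1368, 324 and 1574 regions at an unadjusted p under 0.05 in the order limb H3K27ac with HACNS1, then H3K4me2 in limb with HACNS1, limb with the chimpanzee ortholog, arch with HACNS1 and arch with the chimpanzee ortholog. Only the last of these counts lies above the share of 0.05 that chance alone would give. Counts below it do not show a lack of change, as most rose when pools were paired by replicate number. DESeq2 calls 6, 32, 25, 0 and 43. DESeq2 calls the Gbx2 promoter for H3K27ac with HACNS1 and the edited locus for H3K4me2 in limb bud with either sequence. Among the alternatives set before the data, the paper's count of 1 for H3K4me2 in limb bud with HACNS1 is reached by tags per kb and by the replicate block, both by calling the edited locus. With the chimpanzee ortholog, tags per kb in limb bud and leaving out wild type replicate 1 in the arch give a count of 1, but by another region than the edited locus. DESeq2, no TMM, the 8-fold limit, 1 peak per library, positions shifted back and the 2-fold limit do not reach it in any of these, and for limb H3K27ac and arch HACNS1 no alternative does. Without TMM the edited locus is called for H3K4me2 in limb bud with either sequence. When adjusted over the interval around HACNS1 and Gbx2 alone, limma gives the edited locus an adjusted p of 9.2e-05 with HACNS1 and 1.6e-04 with the chimpanzee ortholog, and the Gbx2 promoter 0.0519. The paper's tool pools reads of replicates and calls new peaks, which needs reads, so the 2 methods test different regions.

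By UMIs, 3.46% of HACNS1 limb cells were Gbx2-positive, as the mean of the libraries, against the paper's 24%. In the chimpanzee ortholog it was 0.541% against the paper's 0.953%. The paper counts a cell as positive above an imputed value of 0.1. Of the alternatives set before the data, imputation by ALRA reaches the paper's value for HACNS1 within the spread of its libraries, with 36.9%. It was run here on log counts of all limb cells and not on the paper's integrated data, so the limit of 0.1 is on another scale. At least 2 UMIs, thinned cells and down-sampling to 10000 cells do not. For the chimpanzee ortholog, none does: imputation gives 7.50%, at least 2 UMIs 0%, which allows up to 0.0318%, thinned cells 0.579% and down-sampling 0.541%. Imputation therefore moves the HACNS1 share more than the choice of cells.

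The paper states that chondrogenic genes, among them Sox9, Col2a1, Bmp2 and Runx2, are higher in Gbx2-positive HACNS1 cells. Here none of the 4 passed in UMI-positive cells. The log2 fold changes were -0.04 for Sox9, -0.11 for Col2a1, 0.19 for Bmp2 and 0.25 for Runx2. Each lay less than 1.5 standard errors from 0. The paper used imputed values, whereas cells without a Gbx2 UMI can still express Gbx2, which shrinks such differences. In distal cells Sox9 was at 0.20 and Col2a1 at 0.47, neither of which passed. The paper finds most positive cells of the chimpanzee ortholog and of wild type in 1 mesenchymal cluster. Here the Hoxd13-high cluster held 58.8% of those of the chimpanzee ortholog, and those of wild type split between the Hoxd13-high and Sox9-high clusters. The paper reports 1 Gbx2-positive cell among 788 non-mesenchymal wild type cells, by imputed value in 10000 sampled cells, and here 2 and 9 cells had a Gbx2 UMI in its libraries, so the 2 counts use different limits and cell numbers. It states that Gbx2 is absent from endothelial and blood cells. Here 1 of 97 endothelial cells in HACNS1 and 1 of 96 in wild type had a Gbx2 UMI, and of myeloid cells 3 of 287 and 1 of 387. In wild type 10 of 99 Pf4-high cells had one, at a median of 11725 UMIs against 5837 in myeloid cells.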

Other observations

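The tests of chromosome 5 regions and flanks, and the comparison of the chondrogenesis list between genotypes of like depth, were chosen only after the result they bear on was seen.

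Chimpanzee ortholog mesenchyme moved little from wild type. In the single chimpanzee ortholog library, camera called 7 lists, among them proximal genes, of which 14 of 17 had positive values, and distal genes, of which 16 of 18 had negative ones. None of these genes passed by itself, and the adjusted p with an estimated correlation was 0.846 for each list. Hoxd13 itself had a log2 fold change of -0.26 (standard error 0.20). No gene was called by edgeR, with 122 at an unadjusted p under 0.05 and 2 called by DESeq2. The 122 genes lie below the share of 0.05 that chance alone would give.

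A span of chromosome 5 around Pitpnb carried more H3K4me2 in wild type limb buds of the chimpanzee ortholog litters than in those of the HACNS1 litters. A copy number gain is one explanation. It is in line with the lowest of 8 medians of the span over marks, tissues and genotypes being a log2 value of 0.573, and with input tags at the peaks, whose log2 difference between lines was 0.817. Input tags per kb in the span were at least 1.60 times those of the rest of the chromosome in every chimpanzee ortholog line library. In every HACNS1 line library they were at most 1.01 times. Wild type and edited pools were alike in this. Pitpnb RNA, at 0.144 (standard error 0.136), is 1 gene and leaves open only whether RNA follows. Scaling or enrichment is excluded by the flanks, which lay between -0.242 and 0.165.

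The chondrogenesis list lower in HACNS1 mesenchyme has 3 candidate explanations besides a genotype effect. A smaller share of Col9a2-high cells cannot account for it alone, as the median within that cluster was -0.461. A part played by cell makeup is not excluded. A single wild type library is left open, as the median shrank to -0.171 without wild type replicate 1. It also shrank to -0.239 without HACNS1 replicate 2. Without wild type replicate 2 it was -0.647, and without HACNS1 replicate 1 it was -0.542. The list moved with depth within genotypes, as the shallower library lay lower, by -0.368 in HACNS1 and -0.467 in wild type. HACNS1 replicate 2 lay lower by -0.727 than wild type replicate 1, which has fewer UMIs per cell, but 1 pair of libraries excludes nothing. Mesenchymal cells were deeper in both HACNS1 libraries, at medians of 10830.5 and 6037 UMIs, than in wild type, at 5832 and 3266. The trend within genotypes would thus raise the list in HACNS1, where its median was -0.415. The trend goes against depth as the cause of the lower level, but it rests on 1 pair of libraries in each genotype. Depth is therefore not excluded.

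Xist RNA was lower in HACNS1 libraries than in wild type, with a log2 fold change of -1.55, the 1 gene that passed edgeR. Different numbers of male and female embryos in the pools are in line with the 4 Y-linked genes together, whose lowest HACNS1 level was 1.95 times the highest wild type level. The 457 other X-linked genes had a median of -0.0430, so they did not move with Xist as a set. TMM scaling centres most genes whatever the depth, so this median cannot exclude depth or library size. By the Xist and Y-linked levels, sex makeup is confounded with genotype in the comparison of HACNS1 with wild type.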
